# TFPI Alpha and Beta Regulate mRNAs and microRNAs Involved in Cancer Biology and in the Immune System in Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0047184

**Published:** 2012-10-05

**Authors:** Benedicte Stavik, Grethe Skretting, Ole Kristoffer Olstad, Marit Sletten, Magnus Dehli Vigeland, Per Morten Sandset, Nina Iversen

## Abstract

Emerging evidence indicate a new role of TFPI in cancer biology. We recently reported that both isoforms of TFPI induced apoptosis and inhibited proliferation of cancer cells. The signaling pathway(s) mediating the effects of TFPI is, however, presently still unclear. Our goal was to further investigate the cellular processes affected by TFPI and to get insight into the molecular mechanisms involved in the effects of TFPI, using a global gene expression study approach. TFPIα or TFPIβ cDNA were transfected into SK-BR-3 breast cancer cells for stable overexpression. Global mRNA and microRNA (miRNA) expressions were measured and functional annotation of the differentially expressed genes and miRNAs according to gene ontology terms was conducted. Selected results were validated using qRT-PCR and Western blot. A total of 242 and 801 mRNA transcripts and 120 and 46 miRNAs were differentially expressed in cells overexpressing TFPIα or TFPIβ, respectively. Overexpression of either isoform significantly affected the expression of genes involved in cell development (apoptosis, cell movement, migration, invasion, colony formation, growth, and adhesion) and immune response. Network analyses revealed biological interactions between these genes and implied that several of the genes may be involved in both processes. The expression profiles also correlated significantly with clinical phenotype and outcome. Functional cluster analyses indicated altered activity of the epidermal growth factor receptor, small GTPases, and the NF-κB and JAK/STAT cascades when TFPI was overexpressed, and increased activity of the transcription factors NF-κB and Elk-1 and phospho-Akt levels was observed. Integrated mRNA-miRNA analyses showed that 19% and 32% of the differentially expressed genes in cells overexpressing TFPIα or TFPIβ, respectively, may have been regulated by miRNAs. Overexpression of TFPI in breast cancer cells affected the expression of mRNAs and miRNAs involved in processes facilitating cancer cell growth and immunologic response, possibly by signal transduction involving the EGFR pathway.

## Introduction

Tissue factor (TF) pathway inhibitor-1 (TFPI) is a serine protease inhibitor encoded on chromosome 2. Alternative splicing of the TFPI gene results in two main isoforms, TFPIα and TFPIβ. The 276 amino acid TFPIα contains three Kunitz protease inhibitor domains and a basic C-terminal end [1]. It is secreted from cells, and found either free in the extracellular compartment or bound to the cell membrane through a yet unidentified glycosyl-phosphatidylinositol (GPI) anchored protein [2]. TFPIβ consists of 223 amino acids, sharing amino acids 1–181 with TFPIα, and thus contains the first two Kunitz protease inhibitor domains. The C-terminal end encodes a GPI anchor attachment site [2], and TFPIβ is therefore located exclusively on the cell surface.

Microarrays are widely used for the simultaneous screening of whole genome mRNA expression, giving extensive information about the transcriptome. Functional analysis of expression signatures elucidates ongoing cellular and molecular processes. Expression profiles derived from clinically assessed breast tumors also aid in tumor classification and prognostic assessment [3]. MicroRNAs (miRNAs) are short (∼22 nt) non-coding RNA fragments that regulate mRNA expression at the post-transcriptional level. Since their discovery in 1993 [4], more than 1500 human miRNAs have been identified according to the miRNA sequence database (http://www.mirbase.org/, release 18). Through partial sequence complementarity, miRNAs bind to the 3′ untranslated region (UTR) of their target mRNAs and facilitate cleavage or degradation of the transcripts [5], [6]. Many miRNAs are known to be important in relation to disease, such as cancer, as they regulate genes involved in proliferation, differentiation, and apoptosis [5], [7], [8]. Altered expression of miRNAs has been observed in human breast cancers, and several of the miRNAs have been shown to regulate tumorigenic processes [9]–[13].

In general, TFPI is known for its important role in the regulation of TF induced blood coagulation. However, more recent evidence indicates an additional role of TFPI in cancer. Several cancer tissues and cell lines have been shown to express TFPI [14], [15], and TFPI treatment has been reported to reduce tumor growth and metastasis *in vivo* [16], [17]. We recently reported that overexpression of TFPIα or TFPIβ in SK-BR-3 breast cancer cells resulted in pro-apoptotic and anti-proliferative effects of either isoform *in vitro* [18], but the mechanism behind the effect of TFPI is poorly understood.

In the present study, the global mRNA expression profiles of SK-BR-3 breast cancer cells stably overexpressing TFPIα or TFPIβ were investigated to further understand the cellular processes affected beyond apoptosis and proliferation, and the molecular mechanisms behind these effects. The clinical relevance of the differentially expressed genes was assessed using publicly available, clinically annotated breast cancer expression data. To our knowledge, no reports have described the relationship between TFPI and miRNA expressions. A miRNA screening was therefore conducted to elucidate the possible involvement of these mRNA regulators in mediating the cellular effects of TFPI.

## Materials and Methods

### Cell cultures and stable cell lines

The human mammary adenocarcinoma SK-BR-3 cells (ATCC HTB-30, Manassas, VA, USA) were grown in RPMI1640 containing phenol red and 2 mM L-glutamine (Lonza, Viviere, Belgium), supplemented with 10% heat inactivated FBS (Lonza). Cells were cultured at 37°C in an incubator with a humidified atmosphere and 5% CO2.

Stable cell lines with TFPI upregulated were established as previously described [18]. In short, cDNAs encoding TFPIα or TFPIβ were cloned into the pcDNA3.1/V5/His-pTOPO vector (Invitrogen Life Technology, Carlsbad, CA) and transfected into SK-BR-3 wild type cells using Lipofectamine 2000. Stable clones were selected using neomycin. The stable cell line pools with TFPIα or TFPIβ upregulated were named pTOPO-TFPIα and pTOPO-TFPIβ, respectively. To minimize non-specific effects of the stable overexpression, wild type cells transfected with an empty vector pTOPO were used as controls.

### RNA isolation

Total RNA was isolated from the cells using the mirVANA RNA isolation kit (Ambion Life Technologies) according to the manufacturer's instruction. The quantity and quality of the isolated RNA were measured using the NanoDrop® ND-1000 UV-Vis Spectrophotometer (NanoDrop Technologies, Wilmington, DE) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA), respectively.

### Microarray analyses and statistical analysis of data

Microarray analyses were performed using the Affymetrix GeneChip Human Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA) which contains approximately 28,000 gene transcripts. 150 ng of total RNA was subjected to GeneChip HT One-Cycle cDNA Synthesis Kit and GeneChip HT IVT Labeling Kit, following the manufacturer's protocol for whole genome gene expression analysis (Affymetrix). Biotinylated and fragmented single stranded cDNAs were hybridized to the GeneChips. The arrays were washed and stained using FS-450 fluidics station (Affymetrix). Signal intensities were detected by Hewlett Packard Gene Array Scanner 3000 7G (Hewlett Packard, Palo Alto, CA, USA). Three chips with samples from three independent RNA isolations were run for each cell line.

The scanned images were processed using the AGCC (Affymetrix GeneChip Command Console) software and the CEL files were imported into the Partek Genomics Suite software (Partek, Inc. MO, USA). The Robust Multichip Analysis (RMA) algorithm was applied for generation of signal values and normalization. Probe sets with maximal signal values of less than 5 across all arrays were removed to filter for low and non-expressed genes, reducing the number of mRNA transcripts to 25,492. For expression comparisons of different groups, profiles were compared using a 1-way ANOVA model. The results were expressed as fold changes (FC), i.e., ratios of mean signal values from cells with TFPI upregulated and empty vector control cells. Gene lists were generated with the criteria of false discovery rate (FDR) 10% and a FC of ≥|2|. The data has been deposited in the NCBI Gene Expression Omnibus (GEO) database with accession number GSE30037 in compliance to MIAME guidelines (http://www.ncbi.nlm.nih.gov/geo/).

### Analysis of clinical breast cancer datasets

The publicly available breast cancer datasets GSE6532, GSE4922, and GSE7390 were downloaded from GEO at NCBI and merged. Expression data generated from untreated patients using the Affymetrix HG-U133A arrays were selected, and profiles from samples not containing the clinical variables age, size, grade, estrogen receptor status, relapse-free survival time, and relapse-free survival were excluded, resulting in 545 samples. The datasets were RMA normalized individually using the R/Bioconductor package *affy*, and each probe median centered before merging. The probe IDs of the 242 and 801 differentially expressed genes following overexpression of TFPIα or TFPIβ, respectively, were matched to probe IDs identical to the IDs used in the clinical datasets using netaffx, giving 262 and 773 probes available for comparison. Only these probes were extracted from the merged dataset and used in the analysis. Associations between the differentially expressed genes following overexpression of either isoform of TFPI and the clinical gene profiles were evaluated using the *globaltest* package in R. In each test of a clinical variable, all other clinical variables were controlled for. The resulting *p*-values were adjusted for multiple testing with Hommel's method in R.

The correlation between the expression of TFPI isoforms in the normalized datasets and the clinical variables were investigated using a non-parametric Spearman's rho correlation test in R. *P*-values were corrected using the Holm-Bonferroni method.

### MicroRNA profiling and target gene prediction

miRNA quantification was conducted using the Taqman Human MicroRNA Array Card A v2.0 (Applied Biosystems Life Technologies) following the manufacturer's instructions. The array measures the expression of 377 highly characterized miRNAs and 4 controls simultaneously. In short, 350 ng total RNA was reversely transcribed into cDNA using the Megaplex Human RT primers pool A and TaqMan MicroRNA RT kit (Applied Biosystems Life Technologies). After addition of TaqMan Gene Expression Master mix (Applied Biosystems Life Technologies), samples were loaded on the arrays and run on the ABI PRISM 7900 HT Sequence Detection System (Applied Biosystems Life Technologies) using the low density array format. Results were normalized against the endogenous control U6 snRNA and changes in relative miRNA expression were calculated using the comparative Ct method and expressed as FC of empty vector pTOPO control. miRNAs with a FC of ≥|2| were considered differentially expressed.

For the integrated miRNA and mRNA analysis, the lists of differentially expressed miRNAs were loaded into the Partek Genomics Suite software (Partek) already containing the analyzed microarray data. The software connects to the targetscan 5.1 database (http://www.targetscan.org/) for identification of predicted mRNAs possible regulated by the differentially expressed miRNAs.

### qRT-PCR validation of microarray and miRNA results

Quantitative real-time PCR (qRT-PCR) was performed on selected mRNAs and miRNAs using Taqman single assays (Applied Biosystems Life Technology) to verify the array expression results. For validation of the mRNA data, samples were prepared as previously reported [18] using assays detecting ASCL1 (Hs00269932_m1), BCL2 (Hs00608023_m1), EGFR (Hs01076076_m1), ERBB2 (Hs01001580_m1), DOCK11 (Hs00376176_m1), GPNMB (Hs01095679_m1), IFI27 (Hs00271467_m1), IFIT2 (fwd primer: 5'- CCCAGCATCAGCCACACT-‘3, rev primer: 5’- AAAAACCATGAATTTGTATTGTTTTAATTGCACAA-‘3, reporter: 5’- CTGGGTTGGAAAATGT-‘3), IFITM1 (fwd primer: 5’- GGCTCTGTGACAGTCTACCATATT-‘3, rev primer: 5’- GCTATGGGCGGCTACTAGTAAC-‘3, reporter: 5’- CCCGTTTTTCCTGTATTATC-‘3), IGF1R (Hs00609566_m1), MX1 (fwd primer: 5’- TGCTGAACATCACAGCTTATTTCCT-‘3, rev primer: 5’- CGGCACTCATGCTCCTAAAACA-‘3, reporter: 5’- CTGGGTTTGTGAAGGGACAT-‘3), NFKBIA (Hs00153283_m1), PGR (Hs01556702_m1), RET (Hs01120030_m1), SERPINE1 (Hs00167155_m1), and STAT3 (Hs00234174_m1). For validation of the miRNA results, samples were prepared using the TaqMan MicroRNA RT kit (Applied Biosystems Life Technologies) as described by the manufacturer with assays detecting let-7d (#002283), miR-103 (#000439), miR-106b (#000442), miR-126 (#002228), miR-135a (#000460), miR-135b (#002261), miR-21 (#000397), miR-29c (#000587), miR-205 (#000509), miR-222 (#002276), miR-342-3p (#002260), miR-365 (#001020), and miR-652 (#002352). All samples were run in triplicates on the ABI PRISM 7900 HT Sequence Detection System (Applied Biosystems Life Technologies). mRNA and miRNA results were normalized against the endogenous control PMM1 (Hs00160195_m1) or U6 snRNA (#001973), respectively, and changes in relative expression were calculated using the comparative Ct method, as described in User Bulletin No.2 ABI Prism 7700 Sequence Detection System (Applied Biosystems Life Technologies). The correlations between the array and qRT-PCR measurements were statistically assessed using the Spearman non-parametric correlation test in Graphpad Prism 5.0 (Graphpad, San Diego, CA, USA).

### Western blot analysis

For Western blot analysis, cells were harvested and lysed as described previously [18]. The cell lysates were incubated at 97°C for 5 minutes before separated on a SDS-polyacrylamide gel (Bio-Rad Laboratories, Hercules, CA). The membrane was incubated over night at 4°C with the primary human antibodies anti-phospho-Akt, anti-Akt (#9271 and #9272, Cell Signaling Technology, Denver MA), anti-EGFR (#44–798G, Invitrogen Life Technologies) and anti-α-tubulin (#T5168, Sigma-Aldrich, St. Louis, MO) and for 1 hour at room temperature with the appropriate horseradish peroxidase (HRP) -conjugated secondary antibody. HRP signals were developed using the ECL Western blotting detection system (GE Healthcare, Fairfield, CT). Bands were quantified using the image processing and analysis program ImageJ version 1.4.3.67 (Rasband W; National Institute of Health, Bethesda, MD, http://rsbweb.nih.gov/ij/index.html).

### Luciferase analysis

Pathway analysis was performed using Cignal Finder^TM^ 10-Pathway Reporter Arrays (SuperArray Biosciences, Fredrick, MD) according to the manufacturer's instruction. In short, SK-BR-3 cells (3×10^4^) transiently overexpressing TFPIα or TFPIβ or the empty vector pTOPO as a control were seeded into 96-well arrays containing luciferase reporters to common signal transduction pathways and transfection agent. After 48 h, cells were lysed and luciferase activity measured using a Wallac Victor 1420 plate-reader (Perkin Elmer, Waltham, MA). The intensity of the firefly luciferase was normalized to renilla luciferase, and the firefly/renilla ratios of cells overexpressing TFPI and empty vector control cells were divided to determine the relative luciferase activity.

## Results

### Global changes in mRNA expression

The stable overexpression of the two isoforms of TFPI in SK-BR-3 breast cancer cells have previously been reported [18] and are summarized in Table 1. TFPIβ is exclusively located on the cell surface and an increase in protein expression was therefore only detected in the cell medium after PI-PLC treatment, which cleaves the GPI anchor and releases TFPIβ from the surface. 

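SK-BR-3 is a breast cancer cell line that carries amplified copies of ERBB2, the gene of the HER2 receptor, and 9 Affymetrix Human Gene 1.0 ST arrays are labelled as its RNA: 3 from cells overexpressing TFPIα, 3 from cells overexpressing TFPIβ and 3 from empty vector cells. Over the 9 arrays, ERBB2 had a log2 signal of 5.88 ± 0.18 (SD, n = 9), at percentile 59.0 of 18417 genes. KRT5 and KRT14, keratins of basal epithelial cells, had log2 signals of 12.64 ± 0.16 and 12.43 ± 0.29 (SD, n = 9), at percentiles 99.97 and 99.95. KRT8 and KRT19, keratins of luminal epithelial cells, had log2 signals of 5.86 ± 0.15 and 4.88 ± 0.20, while KRT18, another of them, had 10.40 ± 0.43 (SD, n = 9), at percentile 98.74. VIM, an intermediate filament of mesenchymal and basal cells, had a mean of 10.44 ± 0.10 (SD, n = 3) in the arrays labelled empty vector, and GAPDH, a housekeeping gene, one of 12.89 ± 0.11 (SD, n = 9) over all arrays. Across the 242 transcripts of Table S1, the log2 fold changes of the arrays labelled TFPIα against empty vector had a Pearson r of -0.0844 with the paper's values. Across the 801 transcripts of Table S2, those of the arrays labelled TFPIβ had a Pearson r of 0.0465 with the paper's values. Transcripts are not independent replicates, signals of different probe sets are not comparable as amounts, which limits the percentiles, and no label was changed because of these values, so every value at a conclusion is that of the arrays as labelled.
The authors computed 1 signal per probe set with RMA in the Partek Genomics Suite, from 3 RNA isolations per cell line. The median log2 signal per array lay between 4.78 and 4.88. The log base is not stated and was read from the range of the values. Probe sets with a highest signal under 5 were removed as in the methods, which left 17482. Groups were compared with limma over all 9 arrays, and a transcript counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Of the 17482 probe sets, 11838 carried 1 gene symbol, 1150 carried several and 4494 carried none. The number of arrays, 3 per group, limits the precision of every fold change.

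**Figure D1:**
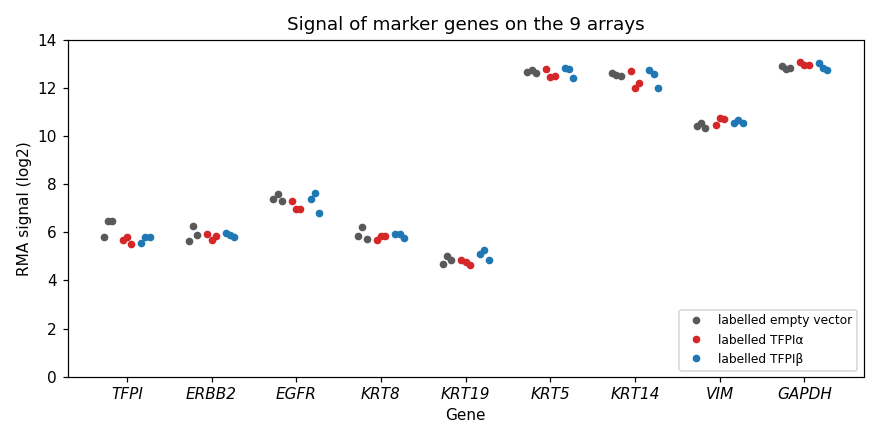
Log2 RMA signal (vertical axis) of TFPI and 8 marker genes (horizontal axis) in each of the 9 arrays, coloured by the group of the label, 1 point per array. KRT5 and KRT14 lie near GAPDH in every array, and ERBB2, with a mean of 5.88, lies far below them.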

The effect of the upregulation of TFPIα or TFPIβ on the global mRNA expression was investigated using microarray technology. After correcting for multiple testing, only genes with a FC of ≥|2| and a *P*-value of >.05 were considered differentially expressed. 

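ATP1B1, which encodes a β subunit of the sodium and potassium pump, was the 1 transcript that passed the test between the arrays labelled TFPIα and those labelled empty vector. The gene lies on chromosome 1 of GRCh38 from 169106690 to 169132719 and was measured by probe set 7907160. Its log2 signal was 7.42 ± 0.06 (SD, n = 3) in the arrays labelled TFPIα and 5.47 ± 0.40 (SD, n = 3) in those labelled empty vector, a log2 fold change of 1.95 (standard error 0.17, adjusted p = 0.0466). No transcript was lower by the same limma test. At an unadjusted p under 0.05, 1502 transcripts were higher and 976 lower, where 874 in all would be reached by chance, and 151 and 64 of these had a fold change of at least 2. A one-way model without variance moderation gave 1933 transcripts at that p and the replicate number as a block 3545, and each called 0. The ATP1B1 call was lost in this model (adjusted p = 0.330), with only the compared groups in the fit (0.146), without a filter on low values (0.0938), with centred arrays (0.0579), with the replicate number as a block (0.0835) and without any 1 array other than empty vector replicate 3 (0.0527 to 0.246). Without TFPIα replicate 3, 4 transcripts were called lower, chosen for mention after their values were seen: S100A9 (log2 fold change -2.86) and S100A8 (-1.96), the calprotectin subunits, a probe set of SAA2 (-2.69), an acute-phase protein, and SLC39A8 (-2.16), a zinc transporter. In the fit of all arrays, S100A9 had -2.01 (standard error 0.62) and S100A8 -1.36 (0.45). The other SAA2 probe set, which has the higher mean signal, had -0.79 (0.17) there. Each of these had an adjusted p of 0.335 by limma.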

A total of 242 transcripts were found to be differentially expressed in SK-BR-3 cells overexpressing TFPIα compared to empty vector control cells. 223 of these were upregulated (top ten: *IFI44, IFI44L, IFIT1, MX1, SAMD9, DDX60, IFIT3, OAS2, IFIT2, PARP9*), while 19 were downregulated (top ten: *ASCL1, RET, SBCB, SLC4A10, PODXL, SLC6A14, FREM2, IGF1R, LXN, RN5S9*; Table S1). In comparison, 801 transcripts were differentially expressed in SK-BR-3 cells with TFPIβ overexpressed. Of these, 546 (top ten: *GPNMB, WNT5A, DOCK11, SCIN, PLS3, KRT4, VGLL1, LDHB, GJA5, SCL15A1*) and 175 (top ten: *ASCL1, NCRNA00052, SLITRK6, PCDH10, NPY1R, NCAM2, PGR, C6orf141, SGCG, RET*) were up- or downregulated, respectively, compared to control cells (Table S2). 

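Interferon-stimulated genes, the antiviral effectors induced by type I and III interferons, lay slightly lower in the arrays labelled TFPIα: 41 of 56 measured members had a log2 fold change below 0, with a median of -0.18. IFI44L had a log2 fold change of -0.49 (standard error 0.15, adjusted p = 0.335), IFI44 had -0.04 (0.21, adjusted p = 0.936), and IFIT1, which binds viral RNA, had 0.17 (0.30, adjusted p = 0.816); the last 2 turned direction without single arrays (IFI44 without TFPIα replicate 2 or empty vector replicate 1, IFIT1 without empty vector replicate 2). The log2 fold changes of the other highest-ranked genes were -0.45 for MX1, 0.06 for SAMD9, -0.19 for DDX60, -0.16 for IFIT3, -0.14 for OAS2, -0.47 for IFIT2 and -0.21 for PARP9. IGF1R, a growth factor receptor, had a log2 signal of 6.80 ± 0.12 against 7.47 ± 0.15 (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.12, adjusted p = 0.289), while PODXL, a sialoglycoprotein also among the paper's lowest-ranked genes, had a log2 fold change of 0.14 (standard error 0.12, adjusted p = 0.593). SLC4A10, SLC6A14, FREM2 and LXN stayed under the signal filter.
None of the 56 measured interferon-stimulated genes was called over all genes, and none when adjusted over the list alone; 12 had an unadjusted p under 0.05, and fry called 0 lists. The list fell against the other genes by camera from limma with its preset correlation (adjusted p = 2.80e-05 over 36 lists), and this was lost with an estimated correlation (adjusted p = 0.519 with an estimated correlation). Without empty vector replicate 1 the median was -0.09 (adjusted p = 0.0116).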

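No transcript passed the test between the arrays labelled TFPIβ and those labelled empty vector. ATP1B1 had a log2 signal of 6.80 ± 0.03 (SD, n = 3), a log2 fold change of 1.34 (standard error 0.17, adjusted p = 0.663). SLC7A2, a transporter of cationic amino acids, had a log2 fold change of -1.81 (standard error 0.36, adjusted p = 0.665), and IL1A, an inflammatory cytokine, had a log2 fold change of -1.44 (standard error 0.31, adjusted p = 0.665). These genes were chosen after their values were seen. The lowest adjusted p from limma was 0.663. At an unadjusted p under 0.05, 436 transcripts were higher and 390 lower, against 874 expected by chance in all, and 17 and 32 of these had a fold change of at least 2. The one-way model gave 833 transcripts at that p and the model with the replicate number as a block 1251, and each called 0. In data simulated on these arrays, limma recovered 31.3% of transcripts changed by 2-fold and 95.5% of those changed by 4-fold between these groups.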

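GPNMB, a membrane glycoprotein, had a log2 signal of 5.11 ± 1.03 in the arrays labelled TFPIβ and 3.87 ± 0.33 with empty vector (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.51, adjusted p = 1.00). DOCK11, an exchange factor for the GTPase CDC42, had 4.53 ± 0.48 against 3.70 ± 0.17 (SD, n = 3 each), a log2 fold change of 0.83 (standard error 0.22, adjusted p = 0.876). WNT5A, a secreted Wnt ligand, had a log2 fold change of 0.31 (standard error 0.17), and PLS3, LDHB and KRT4 had 0.03, -0.02 and -0.02. Among the genes ranked lowest in Table S2, SLITRK6, a neuronal membrane protein, had a log2 fold change of 0.38 (standard error 0.63) and C6orf141 one of 0.08. SCIN, VGLL1, GJA5, PCDH10, NPY1R, NCAM2 and PGR did not reach the signal filter in any array, and RET has no probe set of its own in the annotation. None of the genes that did was called by limma (adjusted p from 0.876 to 1.00). The mean signals of DOCK11, SLITRK6 and KRT4 lie under 5 in each group, where background limits a fold change. That of GPNMB does so with empty vector.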

106 of the differentially expressed mRNAs were identified in both cell lines overexpressing TFPI.

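ATP1B1 had the same direction in both comparisons and was called in 1 of them. No transcript was called in both by limma, and none was called in both in the one-way model. A fold change of at least 2 in the same direction was found for 27 transcripts, and an unadjusted p under 0.05 in the same direction for 400, 194 of them higher and 206 lower. The product of the separate counts would give 37.5 higher and 21.8 lower at that p.
The same 3 empty vector arrays serve both comparisons, which by itself gives their fold changes a common part. In 100 simulations of unchanged groups against common controls, 233 transcripts on average (199 to 277) had an unadjusted p under 0.05 in both, and 31.4 (14 to 43) a fold change of at least 2 in both. Neither these counts nor those found at the same thresholds were repeated with the replicate number as a block, though the numbers pair the arrays. The log2 fold changes had a Pearson r of 0.501 across transcripts, against 0.501 on average (0.461 to 0.529) in the simulations, and 65.2% had the same sign, against 66.7% on average (65.9% to 67.5%). Their covariance was 0.0342, against 0.0269 on average (0.0238 to 0.0293). The simulated ranges are those of transcripts that vary independently, while the first principal component of the arrays held 45.5% of the variance. Ranges for transcripts that vary together would be wider. The simulations therefore cannot decide whether the 400 transcripts or the covariance lie beyond chance.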

**Table 1:** Overexpression of TFPI in breast cancer cells.

		TFPI mRNA FC of control	Total TFPI ag FC of control
SK-BR-3	pTOPO-TFPIα	34±2.1	6.4±0.1
	pTOPO-TFPIβ	55±6.4	17.3±0.1*
	pTOPO (control)	1±0.1	1.0±0.1

Overexpression of TFPIα or TFPIβ in SK-BR-3 breast cancer cells, displayed as a summary of previously reported data [18]. mRNA levels were quantified using qRT-PCR. Protein levels were measured in cell medium using total TFPI ELISA. Results are presented relatively as mean fold change (FC) of control (n = 3± SD). * Relative increase in TFPI antigen measured in cell medium after PI-PLC treatment.

### Gene ontology categories

The results generated from the microarray experiments were loaded into the Ingenuity Pathway Analysis software (Ingenuity Systems, www.ingenuity.com) for functional analysis. 183 and 669 of the transcript IDs that were differentially expressed in cells overexpressing TFPIα or TFPIβ, respectively, were mapped in the ingenuity analysis. Of these, 158 and 534 were eligible for functional analysis. The ten most significant biological functions affected are listed in Table 2 (for complete lists, see Table S3). Eight of the ten gene ontology (GO) categories, Cell Death, Cellular Development, Cellular Movement, Cellular Growth and Proliferation, Cell-To-Cell Signaling and Interaction, Cellular Function and Maintenance, Cell Morphology, and Cellular Assembly and Organization, were affected when either isoform was overexpressed. Within these categories, lower GO terms such as apoptosis, cell movement, migration, invasion, colony formation, proliferation, and adhesion were affected. The ten most significant diseases are listed in Table 2 (For complete lists, see Table S3). Four of these, Infectious Disease, Cancer, Inflammatory Disease, and Reproductive System Disease, were identified in both cell lines. Within the cancer category, lower GO terms such as tumorigenesis and metastasis were affected. We then investigated the differentially expressed genes associated with the lower GO terms. Several genes were found to be associated with more than one category and some seemed to play key roles. The key genes included *AQP3*, *ASCL1*, *BAK1*, *CAPN2*, *CASP4*, *CDK12*, *CTSC*, *CYP1B1*, *DOCK11*, *EGFR*, *EPAS1*, *FERMT2*, *GLRX*, *IFIH1*, *IGF1R*, *ITGB6*, *LGALS3BP*, *MED1*, *MYDD88*, *NAV1*, *NT5E*, *NTN4*, *OLR1*, *PDGFD*, *PODXL*, *RET*, *SCIN*, *SGCG*, *SCL15A1*, *ST6GAL1*, *STAT3*, *SWAP70*, *TAP1*, *TIMP2*, *TPD52*, *TRIM29*, *VCL*, and *WNT5A* when either isoform of TFPI was overexpressed. 

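Of the 38 key genes, 31 passed the signal filter; 15 of these had a log2 fold change above 0 and 16 below it in the arrays labelled TFPIα, with the same counts in those labelled TFPIβ. Among the largest sizes in the arrays labelled TFPIα were those of NAV1, which binds microtubules (a log2 fold change of 0.75 (standard error 0.23, adjusted p = 0.335)), and TRIM29 (-0.66, 0.51). CYP1B1, a cytochrome that oxidises estrogens, and LGALS3BP, a secreted lectin-binding protein, had -0.40 and -0.43, and CAPN2, a calcium-dependent protease, had 0.36. In the arrays labelled TFPIβ, PDGFD, a growth factor, had 0.90 (standard error 0.49) and NT5E, the ecto-enzyme CD73, had -0.67 (0.63), while CASP4 and GLRX had -0.36 and -0.44. ITGB6, OLR1, SLC15A1 and SCIN stayed under the filter.
None of the 31 was called by limma in either comparison, and none when adjusted over the list alone; 7 and 5 had an unadjusted p under 0.05. The study chose this list on samples with these labels, so it is not taken as independent evidence of a direction. Against the other genes the list had medians of -0.04 (camera, adjusted p = 0.780) and -0.03 (adjusted p = 0.651).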

The differentially expressed genes associated with Inflammatory disease were also investigated and in addition to the underlined genes listed above, *FREM2*, *KIAA1217*, *OSBPL3*, *PSMB8*, *RIN2*, *SLC41A2*, *UNC93B1*, and *WBSCR17* were identified in both cell lines.

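Among the genes named for inflammatory disease, WBSCR17, a glycosyltransferase, had a log2 fold change of -0.46 (standard error 0.20, adjusted p = 0.349) in the arrays labelled TFPIα, and OSBPL3, an oxysterol-binding protein, had a log2 fold change of 0.44 (standard error 0.16, adjusted p = 0.339). UNC93B1, which carries nucleotide-sensing Toll-like receptors, had -0.20, RIN2 -0.26, KIAA1217 -0.27 and PSMB8, an immunoproteasome subunit, -0.11. In the arrays labelled TFPIβ, SLC41A2, a magnesium transporter, had -0.38 (standard error 0.22) and the others lay between -0.21 and 0.18. FREM2 stayed under the signal filter.
None of the 7 measured genes was called by limma, over all genes or adjusted over the list alone; 4 and 0 had an unadjusted p under 0.05. The study chose the list on samples with these labels, so it is not taken as independent evidence. Its medians were -0.20 and -0.10 (camera, adjusted p = 0.0868 and 0.418).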

**Table 2:** Functional annotation of differentially expressed mRNAs following overexpression of TFPIα or TFPIβ.

TFPIα vs.pTOPO Gene ontology category	Significance	# Genes	TFPIβ vs. pTOPO Gene ontology category	Significance	# Genes
***Molecular and cellular function***			***Molecular and cellular function***		
Gene Expression	1.20E-07-9.31E-03	37	Cellular Growth and Proliferation	9.92E-08-1.92E-02	109
Cell Death	1.20E-06-1.07E-02	64	Cellular Movement	1.14E-07-1.93E-02	97
Cellular Development	3.41E-06-1.09E-02	47	Carbohydrate Metabolism	2.16E-05-1.83E-02	21
Cellular Movement	1.05E-05-7.82E-03	38	Cell Death	2.72E-05-1.86E-02	133
Cellular Growth and Proliferation	1.13E-05-1.07E-02	52	Cell-To-Cell Signaling and Interaction	6.18E-05-1.61E-02	81
Cell-To-Cell Signaling and Interaction	3.40E-05-1.09E-02	45	Cell Morphology	6.38E-05-1.92E-02	79
Cellular Function and Maintenance	1.49E-04-1.09E-02	26	Cellular Assembly and Organization	6.38E-05-1.92E-02	72
Cell Morphology	1.53E-04-1.09E-02	17	Cellular Function and Maintenance	1.23E-04-1.97E-02	45
Cellular Assembly and Organization	1.53E-04-4.41E-03	12	Protein Synthesis	1.23E-04-1.23E-04	9
Post-Translational Modification	1.53E-04-8.71E-04	6	Cellular Development	1.46E-04-1.92E-02	95
***Diseases and disorders***			***Diseases and disorders***		
Infection Mechanism	3.56E-16-9.31E-03	44	Genetic Disorder	1.35E-07-1.02E-02	361
Antimicrobial Response	2.00E-14-3.09E-03	17	Cancer	1.40E-05-1.92E-02	183
Inflammatory Response	2.00E-14-8.98E-03	56	Reproductive System Disease	1.40E-05-1.53E-02	92
Organismal Injury and Abnormalities	9.91E-14-5.96E-03	39	Cardiovascular Disease	2.19E-05-1.87E-02	143
Infectious Disease	3.36E-07-1.04E-02	43	Endocrine System Disorders	2.54E-04-1.70E-03	144
Immunological Disease	6.84E-07-9.31E-03	55	Metabolic Disease	2.54E-04-1.70E-03	156
Cancer	1.22E-06-1.06E-02	70	Renal and Urological Disease	3.79E-04-4.58E-03	7
Inflammatory Disease	2.05E-06-7.71E-03	67	Gastrointestinal Disease	3.84E-04-1.92E-02	90
Reproductive System Disease	3.17E-06-5.96E-03	19	Inflammatory Disease	3.84E-04-1.64E-02	168
Hepatic System Disease	7.15E-05-7.82E-03	29	Infectious Disease	6.89E-04-9.96E-03	6

The ten most significant categories involved in molecular and cellular function and diseases and disorders, as annotated by the Ingenuity Pathway Analysis software, are listed.

### Network analysis

To investigate the biological interaction between the differentially expressed genes we generated networks using the Ingenuity Pathway Analysis software. Of the 183 and 669 transcript IDs mapped in the ingenuity analyses, 161 and 560 were network eligible. To express the probability that the genes in a network are actually connected, a *p*-value is calculated and displayed as the -log value (z-score). All the interactions were species specific. Overexpression of TFPIα resulted in ten networks with a z-score of >15 (*p*<1.0e^−15^, Table S4). The networks included genes involved in the immune system, cell death, protein modification, gene expression, cell communication, cell movement and cancer. Networks one to nine overlapped and several of the genes were connected to more than one network. The most significant network associated with both biological function and disease contained genes involved in Inflammatory Response, Infection Mechanism, and Cell Death. 

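BAK1, a pore-forming protein of mitochondrial apoptosis, had a log2 signal of 7.40 ± 0.22 in the arrays labelled TFPIα and 7.21 ± 0.19 in those labelled empty vector (SD, n = 3 each), a log2 fold change of 0.19 (standard error 0.14, adjusted p = 0.508). TNFSF10, the death ligand TRAIL, had 5.66 ± 0.51 against 6.31 ± 0.38 (SD, n = 3 each), a log2 fold change of -0.65 (standard error 0.34, adjusted p = 0.403). Neither difference passed the limma test. With the TFPIβ label, BAK1 had a log2 fold change of -0.07 and TNFSF10 one of 0.35 (adjusted p = 1.00).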

Two genes in this network, *BAK1* and *TNFSF10*, were found to be associated with both immune response and cell death (Figure S1). Overexpression of TFPIβ resulted in 16 networks with a z-score of >15 (Table S4). These networks included genes involved in metabolism, growth, immune system, cardiovascular system, cell movement, cell development, cell cycle, gene expression, cancer, cellular organization and cell death. Seven of these networks (network 1, 2, 7–9, 13 and 14) overlapped, and there were some interactions between the networks. The most significant network associated with both biological function and disease contained genes involved in Cellular Growth and Proliferation, Inflammatory Disease, and Respiratory Disease. 

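SAT1, an enzyme of polyamine breakdown, had a log2 signal of 10.79 ± 0.29 in the arrays labelled TFPIβ and 11.19 ± 0.05 in those labelled empty vector (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.15, adjusted p = 1.00). STAT3, a transcription factor activated by cytokine receptors, had 9.39 ± 0.31 against 9.79 ± 0.03 (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.15, adjusted p = 1.00). NCOA3, a coactivator of nuclear receptors, had a log2 fold change of -0.07 (standard error 0.19). PRKAR2B, a regulatory subunit of protein kinase A, stayed under the signal filter, at 3.89 ± 0.47 against 4.15 ± 0.00 (SD, n = 3 each). None of these passed the limma test. SAT1 and STAT3 had log2 fold changes of -0.64 and -0.38 in the arrays labelled TFPIα, with adjusted p = 0.335 and 0.346. NCOA3 was matched to its probe set through the pairing in the paper's own tables, since the annotation gives that probe set no symbol.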

Five genes, *EGFR*, *NCOA3*, *PRKAR2B*, *SAT1* and *STAT3* were associated with both inflammatory disorder and cellular growth in this network (Figure S2).

### Signal transduction mechanisms

To explore the candidate signal transduction mechanisms possibly mediating the effects of TFPI, we investigated the functional clusters among the differentially expressed genes using eGOn v2.0 (http://www.genetools.microarray.ntnu.no/egon/index.php). The Affymetrix IDs were converted to Genebank accession numbers using DAVID v6.7 (http://david.abcc.ncifcrf.gov/) and of the 242 and 801 transcripts with Affymetrix IDs, 222 and 753 were converted to Genebank accession numbers and loaded into eGOn. 207 and 687 transcripts were mapped to unigene clusters and 156 and 554 of these were associated with GO terms when TFPIα or TFPIβ was overexpressed, respectively. The list of all the expressed genes contained 25,492 transcripts IDs, of which 24,371 were converted to Unigene IDs and uploaded. 23,332 were mapped to unigene clusters and 13,061 were associated with GO terms. Using the Master-Target test, the differentially expressed genes identified in cells overexpressing TFPIα or TFPIβ were compared to all the expressed genes in the microarray analysis to distinguish GO categories significantly over-represented. Results showed a significant enrichment of genes involved in the NFκB (*BST2*, *LGALS9*, *NFKBIA*, *STAT1*, *TNFSF10*, *TRIM38*) and JAK/STAT (*NMI*, *STAT1*, *STAT2*, *STAT3*) signaling pathway when TFPIα was overexpressed (Table 3). 

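Genes of the NF-κB pathway and its targets lay lower in the arrays labelled TFPIα: 21 of 26 measured members had a log2 fold change below 0, with a median of -0.31. IL1A had 5.55 ± 0.47 against 7.47 ± 0.44 (SD, n = 3 each), a log2 fold change of -1.92 (standard error 0.31, adjusted p = 0.289), SOD2, a mitochondrial superoxide dismutase, had -0.99 (standard error 0.19) and TNFAIP3, an inhibitor of NF-κB, -1.03. Of the study's NF-κB genes, NFKBIA, the inhibitor of NF-κB, had a log2 fold change of -0.30 (standard error 0.36, adjusted p = 0.713), BST2 had -0.17 and TRIM38 -0.11, and LGALS9 stayed under the filter. Among JAK/STAT and interferon regulatory factors, 15 of 17 lay below 0, with a median of -0.16 and IRF9 at -0.59, while NMI, which binds STAT proteins, had -0.27. STAT2 had a log2 fold change of -0.74 (standard error 0.25, adjusted p = 0.335); it was matched through the paper's tables, since the annotation gives its probe set no symbol, and is not counted in the lists.
By camera the NF-κB list fell (adjusted p = 0.00110, and adjusted p = 0.519 with an estimated correlation) and so did the JAK/STAT list (adjusted p = 0.00259, and adjusted p = 0.519 with an estimated correlation). None of the members was called over all genes by limma; IL1A was lower when adjusted over the list alone, and 5 members of each list had an unadjusted p under 0.05. The NF-κB call was lost without TFPIα replicate 1 (median -0.09, adjusted p = 0.159), and the median was -0.15 without empty vector replicate 2. The study chose its own NF-κB and JAK/STAT genes on samples with these labels, so they are not taken as independent evidence. They had medians of -0.24 over 4 named probe sets and -0.32 over 2 (camera, adjusted p = 0.228 and 0.0583). Of them, 0 were called over all genes and 0 when adjusted over the list alone.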

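ERBB2 had a log2 signal of 5.88 ± 0.09 in the arrays labelled TFPIβ and 5.92 ± 0.31 in those labelled empty vector (SD, n = 3 each), a log2 fold change of -0.03 (standard error 0.15, adjusted p = 1.00). TYRO3, a receptor of the TAM family, had a log2 fold change of 0.19 (standard error 0.18), FGFR2, a fibroblast growth factor receptor, one of 0.11 (0.39), and EPHA4, an ephrin receptor, one of -0.09 (0.19). EPHA7 stayed under the signal filter and RET has no probe set of its own. The mean signals of EPHA4 and FGFR2 lie under 5 in each group, where background limits a fold change. That of TYRO3 does so in the arrays labelled TFPIβ and empty vector. None of the 5 receptors measured was called by limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The study chose these receptors on samples with these labels, so they are not taken as independent evidence. Their median was -0.03 with a mean of 0.01 (camera, adjusted p = 0.964). Their median in the arrays labelled TFPIα was -0.00185 (adjusted p = 0.842).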

In cells overexpressing TFPIβ, a general effect on the intracellular signaling and receptor tyrosine kinase activity (*EGFR*, *EPHA4*, *EHPA7*, *ERBB2*, *FGFR2*, *RET*, *TYRO3*) was observed (Table 3). Epidermal growth factor receptor (EGFR) activity (*EGFR*, *ERBB2*) and small GTPase signaling (*ARHGDIB*, *DIAPH3*, *DOCK3*, *DOCK4*, *DOCK9*, *DOCK11*, *ELMO1*, *EXPH5*, *GBP1*, *GBP3*, *GDI2*, *MX1*, *MX2*, *NRAS*, *PLCE1*, *RIN2*, *RND1*) were affected when either isoform was overexpressed.

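The EGFR family and its ligands did not shift as a list. Of 14 of 21 genes measured, 7 lay above 0 in the arrays labelled TFPIα and 5 in those labelled TFPIβ, with EREG, a ligand of the family, at 0.61 and -0.39 (standard error 0.67 for each) and ERBB3 under the signal filter. Among the small GTPase genes, DIAPH3, an actin nucleator, had a log2 fold change of 0.74 (standard error 0.42, adjusted p = 0.426) in the arrays labelled TFPIα, DOCK4 0.39 and NRAS 0.31. With the TFPIβ label these had 0.06, -0.21 and 0.07, and GBP3, an interferon-induced GTPase, had -0.41 (standard error 0.18). DOCK3, ELMO1, EXPH5, MX2, PLCE1 and RND1 stayed under the filter, GBP1 has no probe set of its own, and NRAS was matched through the paper's tables and is not counted in the list.
For the EGFR family, camera gave adjusted p = 0.840 and 0.745 in the 2 comparisons. For the small GTPase genes it gave 0.842 (median 0.03) and 0.257 (median -0.13). The study chose these genes on samples with these labels, so they are not taken as independent evidence. No member of either list was called by limma, over all genes or adjusted over the list alone; 2 small GTPase genes had an unadjusted p under 0.05 in each comparison.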

**Table 3:** Signal transduction mechanisms affected after overexpression of TFPIα or TFPIβ.

GO number	Name	Whole array	TFPIα/β vs. pTOPO	*P*-value
**TFPIα vs. pTOPO**				
*GO:0008150*	*Biological process*	*10463*	*137*	
GO:0007243	protein kinase cascade	321	11	0.003
GO:0007249	I-kappaB kinase/NF-kappaB cascade	107	6	0.003
GO:0007253	cytoplasmic sequestering of NF-kappaB	3	1	0.039
GO:0007259	JAK-STAT cascade	31	4	0.001
GO:0008593	regulation of Notch signaling pathway	3	1	0.039
GO:0007186	G-protein coupled receptor protein signaling pathway	605	1	0.005
*GO:0003674*	*Molecular function*	11326	140	
GO:0005057	receptor signaling protein activity	119	6	0.004
GO:0005006	epidermal growth factor receptor activity	2	1	0.025
GO:0004694	eukaryotic translation initiation factor 2α kinase activity	3	1	0.037
GO:0004710	MAP/ERK kinase kinase activity	1	1	0.012
GO:0017112	Rab guanyl-nucleotide exchange factor activity	3	1	0.037
GO:0005093	Rab GDP-dissociation inhibitor activity	2	1	0.025
GO:0003924	GTPase activity	144	5	0.033
**TFPIβ vs. pTOPO**				
*GO:0008150*	*Biological process*	*10463*	*435*	
GO:0007242	intracellular signaling cascade	1142	63	0.018
GO:0042504	tyrosine phosphorylation of Stat4 protein	1	1	0.042
GO:0007173	epidermal growth factor receptor signaling pathway	25	5	0.003
GO:0016601	Rac protein signal transduction	9	3	0.005
GO:0034097	response to cytokine stimulus	3	2	0.005
GO:0030522	intracellular receptor-mediated signaling pathway	48	5	0.048
GO:0030518	steroid hormone receptor signaling pathway	42	5	0.029
GO:0030521	androgen receptor signaling pathway	28	4	0.027
*GO:0003674*	*Molecular function*	11326	482	
GO:0004714	transmembrane receptor protein tyrosine kinase activity	55	7	0.008
GO:0004710	MAP/ERK kinase kinase activity	1	1	0.043
GO:0008427	calcium-dependent protein kinase inhibitor activity	1	1	0.043
GO:0008083	growth factor activity	123	10	0.041
GO:0005006	epidermal growth factor receptor activity	2	2	0.002

The differentially expressed mRNAs were loaded into eGOn for functional annotation, and the Master-Target test was used to identify significantly over-represented gene ontology categories (by comparing the number of genes associated with a gene ontology category to the total number of genes in the array associated with that category).

The luciferase reporter system cignal finder and western blotting were used to further identify the signaling molecules that were affected in cells overexpressing TFPI. Results showed that overexpression of either isoform of TFPI led to increased activity of the NF-κB and Elk-1 transcription factors, but not AP1 (Figure 1A). An increase in phospho-Akt was also observed in SK-BR-3 cells after overexpression of TFPIα or TFPIβ (Figure 1B).

**Figure 1:**
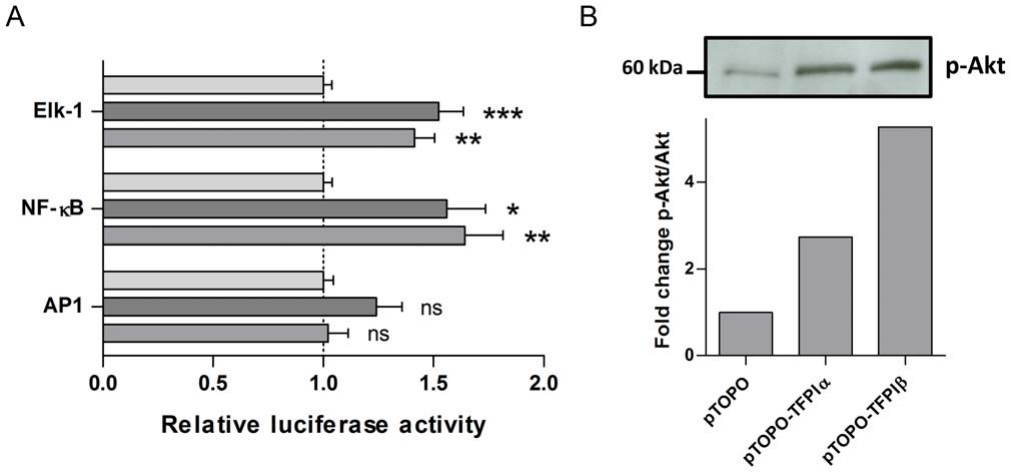
Transcription factor activity and phospho-Akt in cells after overexpression of TFPI. (A) Transcription factor activity was measured using the cignal finder luciferase reporter system. SK-BR-3 cells (3×10^4^) transiently transfected with vectors overexpressing TFPIα (dark gray) or TFPIβ (gray), or with empty vector pTOPO (light gray) as controls were seeded in 96-well arrays 24 hours after transfection. After 48 hours, cells were lysed and the firefly and renilla luciferase intensity determined. The results are presented as mean (n≥8) relative luciferase activity + SEM of three independent experiments. Statistical differences between cells overexpressing TFPI and empty vector control cells were determined using the student's t test (* *p*<.05, ** *p*<.01, *** *p*<.001, ns  =  not significant). (B) Western blot of phospho-Akt in SK-BR-3 cells overexpressing TFPI. Band intensities were measured using ImageJ and the intensities of phospho-Akt were normalized to Akt levels.

### Clinical relevance of the differentially expressed genes

To further evaluate the involvement of TFPI in cancer progression, the clinical importance of the differentially expressed genes was assessed. Our data were compared to a merged dataset of publicly available, clinically annotated breast cancer expression profiles, comprised of 545 untreated patients. Results showed that the differentially expressed genes were significantly associated with tumor grade and ER status when either isoform of TFPI was overexpressed. Furthermore, overexpression of TFPIβ resulted in an expression signature that significantly correlated with relapse-free survival time and occurrence (Table 4).

**Table 4:** Clinical relevance of gene signatures following overexpression of TFPIα or TFPIβ.

Clinical Variable	TFPIα	TFPIβ
Merged Breast cancer datasets (n = 545)	*P*-value	*P*-value
**Age**	ns	4.96×10^−5^
**Tumor size**	ns	Ns
**Tumor grade**	4.87×10^−4^	2.41×10^−14^
**ER status**	1.09×10^−8^	2.04×10^−60^
**Relapse-free survival time**	ns	8.33×10^−4^
**Relapse-free survival**	ns	4.09×10^−4^

Three publicly available, clinically annotated breast cancer datasets (GSE6532, GSE4922, and GSE7390) were downloaded from the Gene Expression Omnibus (GEO) database at NCBI and merged. Associations between the differentially expressed genes and clinical variables were evaluated using the *globaltest* package in R.

We also investigated the correlation between the expression of TFPI isoforms and clinical variables in the merged datasets. The results showed that the expression of two probes identifying TFPIα (209676_at and 213258_at) correlated significantly with tumor size (*p* = .035 and .008, respectively).

### Changes in miRNA expression

We next investigated if overexpression of TFPI affected the expression of any miRNAs in the two cell lines. Overexpression of TFPIα resulted in differential expression of 120 different miRNAs, of which all were downregulated (top ten: miR-15a, miR-98, miR-628-5p, miR-128, miR-95, miR-340, miR-660, miR-9, miR-501-5p, miR-96; Table S5). In cells overexpressing TFPIβ, 46 miRNAs were differentially expressed; ten being upregulated (miR-23b, miR-205, miR-30c, miR-628-5p, miR-29c, miR-422a, miR130b, miR146b-5p, miR-184, miR-31) and 36 downregulated (top ten: miR-429, miR-95, miR-708, miR-200a, miR-126, miR-135a, miR-489, miR-218, miR-342-3p, miR-135b; Table S5). 34 of the differentially expressed miRNAs were identified in both cell lines overexpressing TFPI. The differentially expressed miRNAs were loaded into the Ingenuity Pathway Analysis software for functional analysis, and within biological function, GO categories such as Cellular Development, Cellular Growth and Proliferation, Cell Cycle, Cell-to-Cell Signaling and Interaction, and Cell Death were significantly affected (Table S6). Within these categories, 13 different miRNAs were differentially expressed in cells overexpressing either isoform of TFPI (Figure 2A). The disease associated GO categories Cancer and Inflammatory Disease were also significantly affected (Table S6), and 23 different miRNAs associated with these categories were differentially expressed in both cell lines (Figure 2B).

**Figure 2:**
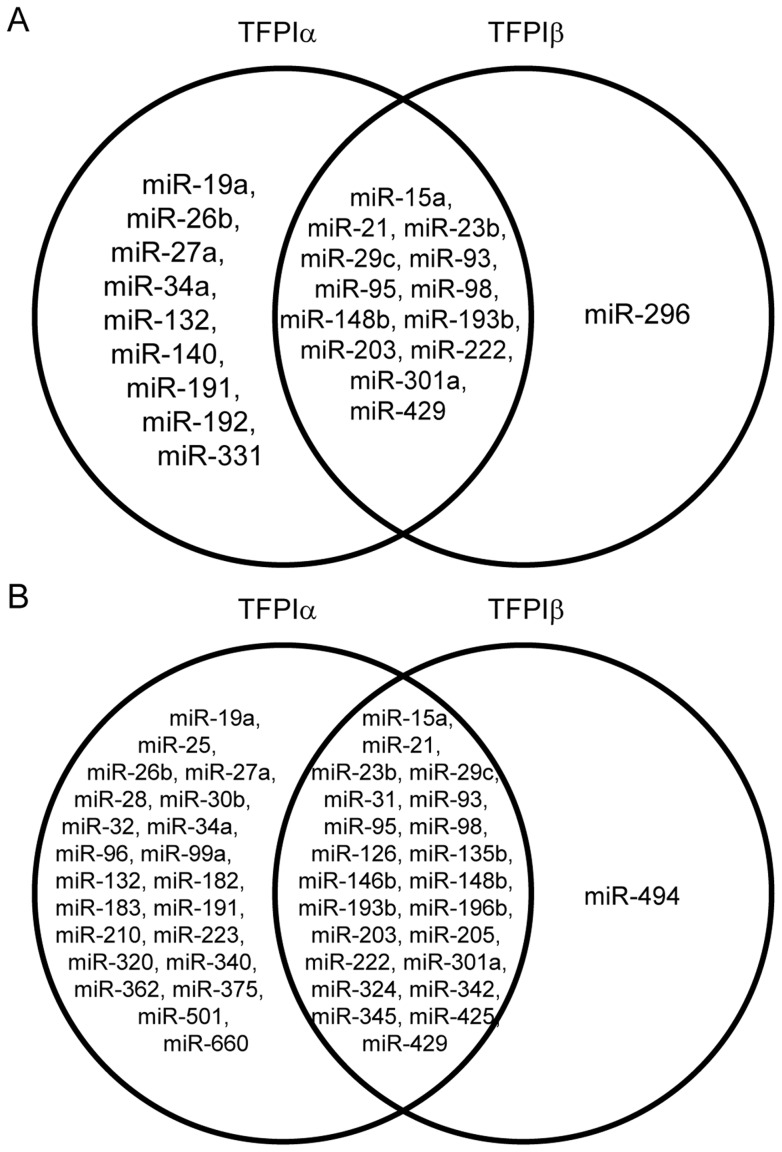
Venn diagrams of differentially expressed miRNAs after overexpression of TFPIα or TFPIβ. miRNAs associated with molecular and cellular function (A) and cancer disease (B), as annotated by the Ingenuity Pathway Analysis software.

We investigated the possible interactions between the miRNA and mRNA expression results. Using the Partek software, the miRNA and mRNA data were compared to identify whether any of the predicted miRNA gene targets were actually differentially expressed at the mRNA level. The results showed that predicted targets of 83 miRNAs were oppositely expressed at the mRNA level in cells overexpressing TFPIα, possibly regulating 46 different mRNAs (Table S7). In cells overexpressing TFPIβ, predicted targets of 39 miRNAs were differentially expressed in the microarray analysis, possibly regulating 252 different mRNAs (Table S8). 26 miRNAs were identified in both cell lines overexpressing TFPI, with predicted target genes oppositely regulated. 16 of these had the same predicted targets oppositely expressed in both cell lines, which included *ACSL1*, *FERMT2*, *KIAA1217*, *KRT80*, *NAV1*, *NT5E*, *NTN4*, *PDGFD*, *RNF213*, *STAT3*, *SWAP70*, *TPD52*, and *WNT5A* (Table 5). All of these predicted targets except two (*RNF213* and *KRT80*) were among the key genes identified in the functional analysis above.

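ACSL1, an enzyme that activates long-chain fatty acids, had a log2 signal of 9.54 ± 0.37 in the arrays labelled TFPIα, 9.99 ± 0.50 in those labelled TFPIβ and 10.63 ± 0.09 in those labelled empty vector (SD, n = 3 each), log2 fold changes of -1.09 and -0.63 (standard error 0.26 for each). RNF213, a ubiquitin ligase, had -0.32 and -0.19. TPD52, a protein of vesicle trafficking, had 0.43 and 0.28, SWAP70 0.17 and 0.21, NTN4, a laminin-related protein, 0.13 and -0.03, and FERMT2, which activates integrins, 0.19 and -0.16. KRT80 stayed under the signal filter.
Of the 12 genes measured, 7 lay above 0 in the arrays labelled TFPIα and 5 in those labelled TFPIβ. None was called over all genes by limma; ACSL1 was lower in the arrays labelled TFPIα when adjusted over the list alone, and 5 and 2 genes had an unadjusted p under 0.05. The study chose the list on samples with these labels, so it is not taken as independent evidence, and camera gave adjusted p = 0.973 and 0.894. These values are of mRNA only, since no miRNA was measured on the arrays compared.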

**Table 5:** Differentially expressed miRNAs with predicted mRNA targets oppositely regulated in both cell lines overexpressing TFPI.

miRNA	*Gene target(s)*	*Target names*	Target modulation (FC*)	
Downregulated microRNAs			TFPIα	TFPIβ
hsa-miR-15a	*NAV1*	neuron navigator 1	2.1	3.2
	*RNF213*	ring finger protein 213	2.2	2.3
	*SWAP70*	SWAP switching B-cell complex 70kDa subunit	2.2	2.9
hsa-miR-93	*NTN4*	netrin 4	2.6	3.8
	*STAT3*	signal transducer and activator of transcription 3	2.1	2.6
hsa-miR-101	*KIAA1217*		2.2	2.3
	*SWAP70*	SWAP switching B-cell complex 70kDa subunit	2.2	2.9
hsa-miR-135a	*FERMT2*	fermitin family member 2	2.4	2.6
hsa-miR-135b	*FERMT2*	fermitin family member 2	2.4	2.6
hsa-miR-148b	*KIAA1217*		2.2	2.3
hsa-miR-193b	*NT5E*	5'-nucleotidase, ecto (CD73)	2.6	2.3
hsa-miR-200a	*WNT5A*	wingless-type MMTV integration site family, member 5A	3.2	7.7
hsa-miR-200b	*KRT80*	keratin 80	2.2	2.0
hsa-miR-203	*ACSL1*	acyl-CoA synthetase long-chain family member 1	3.1	3.3
	*PDGFD*	platelet derived growth factor D	2.1	3.2
hsa-miR-218	*ACSL1*	acyl-CoA synthetase long-chain family member 1	3.1	3.3
	*TPD52*	tumor protein D52	2.0	2.5
hsa-miR-301a	*ACSL1*	acyl-CoA synthetase long-chain family member 1	3.1	3.3
	*FERMT2*	fermitin family member 2	2.4	2.6
	*KIAA1217*		2.2	2.3
hsa-miR-365	*WNT5A*	wingless-type MMTV integration site family, member 5A	3.2	7.7
hsa-miR-429	*KRT80*	keratin 80	2.2	2.0
hsa-miR-454	*ACSL1*	acyl-CoA synthetase long-chain family member 1	3.1	3.3
	*FERMT2*	fermitin family member 2	2.4	2.6
	*KIAA1217*		2.2	2.3
hsa-miR-636	*ACSL1*	acyl-CoA synthetase long-chain family member 1	3.1	3.3
	*TPD52*	tumor protein D52	2.0	2.5

* Fold change.

### qRT-PCR and Western blot validation

To validate the results obtained from the microarray and miRNA array analyses, qRT-PCR was performed on selected genes using Taqman single assays. 16 mRNAs, which were either among the most differentially expressed genes or identified as a key gene in the functional and/or cluster analyses, and 13 miRNAs, which were identified in the functional analysis or had predicted mRNA targets differentially expressed, were selected. All of the 16 mRNAs and 11 of the 13 miRNAs selected for verification were validated (Figure 3). 

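IFITM1, which blocks the entry of viruses, had a log2 signal of 5.08 ± 0.77 in the arrays labelled TFPIα and 6.53 ± 0.56 in those labelled empty vector (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.58, adjusted p = 0.346). IFI27, another interferon-induced gene, had a log2 fold change of -0.49 (standard error 0.26, adjusted p = 0.401). The log2 fold changes of IFITM1 and IFI27 in the arrays labelled TFPIβ were 0.12 and 0.11. BCL2, an inhibitor of apoptosis, stayed under the signal filter, at 4.15 ± 0.11 against 4.24 ± 0.07 (SD, n = 3 each).
Of the 16 genes that the paper measured by qRT-PCR, 11 passed the filter with a symbol, and 9 of 11 lay below 0 in the arrays labelled TFPIα, with a median of -0.38. The list fell by camera (adjusted p = 0.0149), which was lost with an estimated correlation (adjusted p = 0.519 with an estimated correlation). In the arrays labelled TFPIβ, 7 of 11 lay below 0, with a median of -0.03 and a mean of 0.04 (adjusted p = 0.737). None was called by limma, over all genes or adjusted over the list alone; 4 had an unadjusted p under 0.05 in each comparison. The study chose the genes on samples with these labels, so the list is not taken as independent evidence.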

The two miRNAs that were not validated, miR-103 and miR-652, had expression values just beneath the fold change limit of |2|. The correlation between the array and qRT-PCR values was significant for both mRNA (r  =  0.9, *P*<.0001) and miRNA (r  =  0.8, *P*<.0001) measurements. The fold change values were generally higher when measured by qRT-PCR than in arrays, which is consistent with earlier reports [19]. 

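EGFR, the receptor of epidermal growth factor, lies on chromosome 7 of GRCh38 from 55019017 to 55211628 and was measured by probe set 8132860. Its log2 signal was 7.07 ± 0.20 in the arrays labelled TFPIα, 7.27 ± 0.43 in those labelled TFPIβ and 7.41 ± 0.14 in those labelled empty vector (SD, n = 3 each). Against empty vector this was a log2 fold change of -0.34 (standard error 0.21, adjusted p = 0.453) for TFPIα and a log2 fold change of -0.14 (standard error 0.21, adjusted p = 1.00) for TFPIβ. Neither difference passed the limma test, and without TFPIβ replicate 3 that of TFPIβ turned, to 0.10.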

Increased mRNA expression of *EGFR* was observed in both cell lines overexpressing TFPIα or TFPIβ, and it was identified as a key molecule in the functional and network analyses, in connection to both Cancer and Inflammation. EGFR protein levels were validated in the cell lysates by Western blotting, and the results showed elevated EGFR protein expression in both cell lines overexpressing TFPI (Figure 4). The mRNA and protein levels corresponded as higher EGFR levels were measured in cells overexpressing TFPIβ than in cells overexpressing TFPIα by either method.

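Between the isoforms, EGFR had a log2 fold change of 0.20 (standard error 0.21, adjusted p = 0.690) in the arrays labelled TFPIβ against those labelled TFPIα. The difference was smaller than the spread among the arrays labelled TFPIβ. IFITM1 had a log2 fold change of 1.57 (standard error 0.58, adjusted p = 0.532) and TNFSF10 a log2 fold change of 1.00 (standard error 0.34, adjusted p = 0.532). No transcript was called between the isoforms by limma (lowest adjusted p = 0.532), while 1509 had an unadjusted p under 0.05 and the one-way model called 0. With the replicate number as a block, 2692 transcripts had an unadjusted p under 0.05 and 1 probe set without a gene symbol was called (log2 fold change 2.12, adjusted p = 0.0336).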

**Figure 3:**
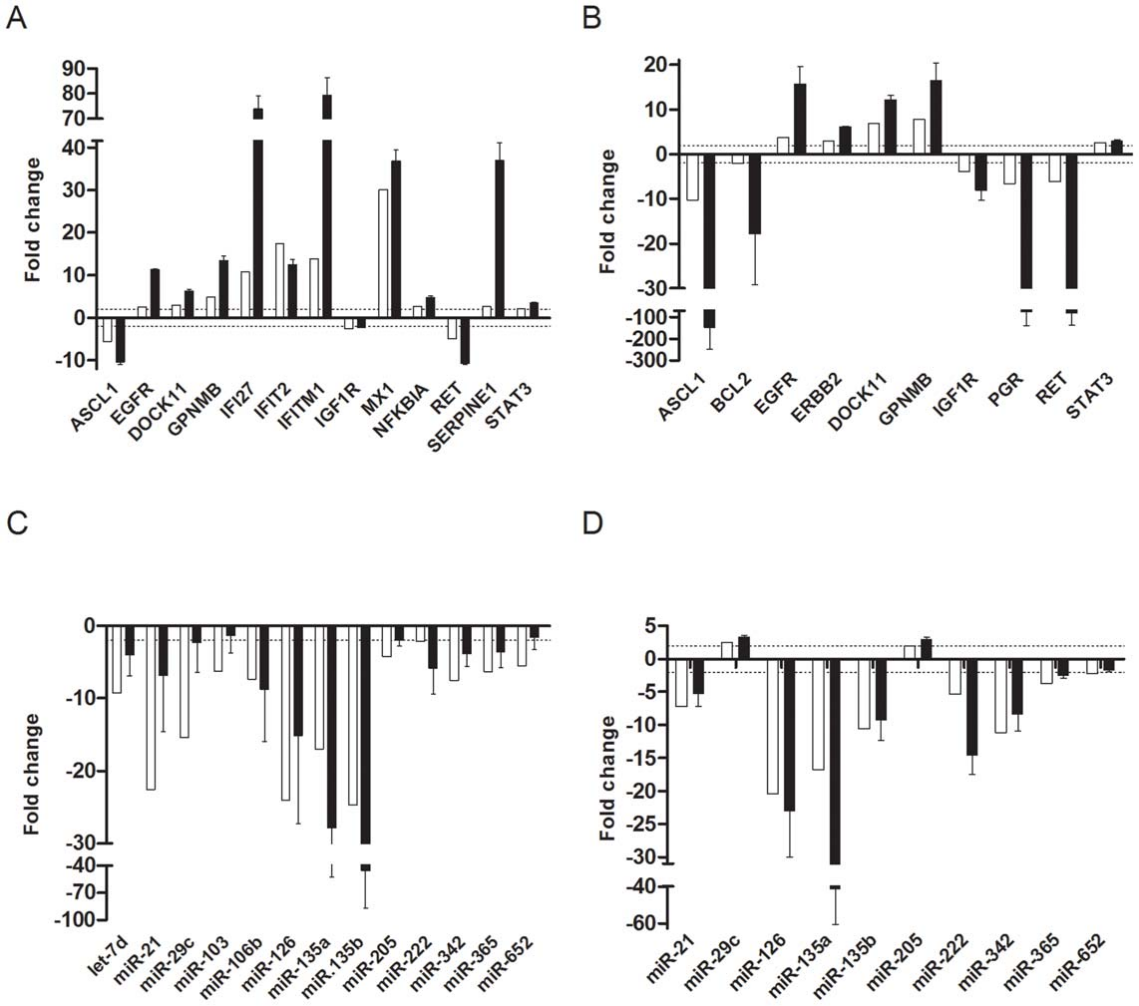
Validation of microarray and miRNA array expression results. Selected mRNAs (A and B) and miRNAs (C and D) differentially expressed in SK-BR-3 cells overexpressing TFPIα (A and C) or TFPIβ (B and D) were validated by Taqman single assays and qRT-PCR. Results were normalized against the endogenous controls PMM1 and U6 snRNA and the relative expression calculated using the comparative Ct method. Values are presented as mean (n = 3) fold change (FC) of empty vector pTOPO control + SEM of three biological replicates. White bars indicate array expression values, black bars represent Taqman verification values. Dotted lines indicate FC  = |2|.

**Figure 4:**
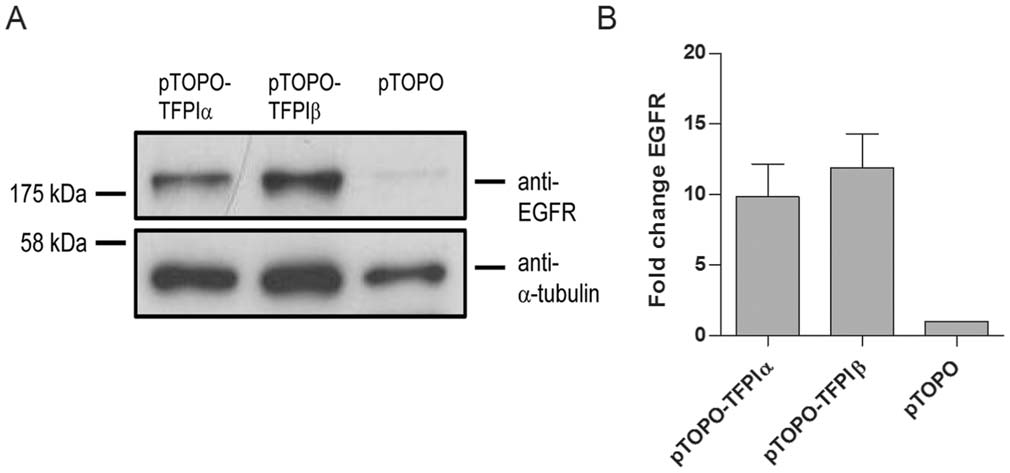
EGFR protein levels detected in the lysate of transfected SK-BR-3 cells by Western blot analysis. Proteins were separated on a SDS-polyacrylamide gel, transferred to a nitrocellulose membrane and detected using an anti-EGFR antibody. Anti-actin was used as a protein loading control. (A) Western blot of one representative experiment. (B) Quantification of three independent experiments using ImageJ (n = 3+ SEM).

## Discussion

We recently reported that stable overexpression of TFPIα or TFPIβ induced death receptor activated apoptosis and inhibited proliferation of SK-BR-3 breast cancer cells [18]. The molecular basis of the anti-tumor effects are, however, still unclear. To further investigate the cellular processes affected by TFPI and the possible molecular mechanisms behind the effects observed we characterized the global mRNA and miRNA expression profiles of these SK-BR-3 cell lines. To our knowledge, this is the first report on mRNA and miRNA profiles in cancer cells overexpressing TFPI. A total of 242 and 801 mRNAs were differentially expressed in cells overexpressing TFPIα or TFPIβ, respectively. Notably, TFPI was not among the upregulated genes. This was because the primers that were used to amplify TFPI cDNA only recognized the coding regions, thus leaving out the 5'- and 3'-UTR. 

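TFPI lies on chromosome 2 of GRCh38 from 187464230 to 187554435 and was measured by probe set 8057599. Its log2 signal was 5.66 ± 0.15 in the arrays labelled TFPIα, 5.72 ± 0.14 in those labelled TFPIβ and 6.25 ± 0.38 in those labelled empty vector (SD, n = 3 each). The log2 fold changes were -0.59 (standard error 0.19, adjusted p = 0.335) and -0.53 (0.19, adjusted p = 1.00), and neither passed the limma test. In 4 of the 6 arrays labelled TFPIα or TFPIβ the signal was below that of every array labelled empty vector, and in all 6 below that of the empty vector array with the same replicate number (adjusted p = 0.190 and 0.583 with the replicate number as a block). The paper explains the absence of TFPI from the upregulated genes by probes that recognise untranslated regions the vectors lack. The deposited table holds 1 value per probe set, so signals of single probes could not be compared.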

The overexpressed TFPIα and TFPIβ were therefore not detected by the probes on the array that recognized these UTR sequences of the TFPI mRNA transcripts. When the PLIER algorithm, which leaves out probes with low signal intensities, was used to calculate expression differences, TFPI was upregulated 8.9 fold in cells overexpressing TFPIα and 11.9 fold in cells overexpressing TFPIβ.

In line with our previous findings [18], several of the differentially expressed genes were found to be involved in apoptosis and proliferation. Furthermore, genes involved in cellular processes such as adhesion, migration, invasion and colony formation were differentially expressed, indicating additional growth-related effects of either isoform of TFPI in the cancer cells. This finding is in line with the increased metastatic growth we recently observed in MDA-MB-231 and Sum102 breast cancer cells after downregulation of TFPI [20], and provides possible candidate genes responsible for these functional effects. In addition to cancer cell development, the functional and network analyses revealed that many of the differentially expressed genes were also involved in the immune response. 

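Of the cell cycle and proliferation genes, 44 of 45 measured members had a log2 fold change above 0 in the arrays labelled TFPIα, with a median of 1.06, a shift of the list that passed camera (adjusted p = 4.93e-10) and was lost with an estimated correlation (adjusted p = 0.608 with an estimated correlation). CCNE2, a cyclin of the entry into S phase, had 7.06 ± 0.53 against 4.72 ± 0.41 (SD, n = 3 each), a log2 fold change of 2.35 (standard error 0.89, adjusted p = 0.343). The replication helicase subunits MCM4 and MCM6 had 1.78 (standard error 0.49) and 1.84 (0.67), CDC6, which loads that helicase, had 1.73 (0.82), and MKI67, a marker of cycling cells, had 1.10 (0.69). Of the same genes, 31 of 45 lay above 0 with the TFPIβ label, with a median of 0.11. Apoptosis genes went both ways, with 17 of 27 and 13 of 27 above 0 and medians of 0.14 and -0.02.
No cell cycle or apoptosis gene was called by limma in either comparison, over all genes or adjusted over the list alone; 20 and 0 of the cell cycle genes and 6 and 3 of the apoptosis genes had an unadjusted p under 0.05. The list mean, as a log2 difference from the mean of the 9 arrays, was 0.54, 0.68 and 0.70 in the 3 arrays labelled TFPIα, but -0.18, -1.24 and 0.66 in those labelled TFPIβ and -0.09, -0.91 and -0.16 in those labelled empty vector. For the TFPIβ label camera gave adjusted p = 0.115, and single arrays decided this: a median of 0.69 (adjusted p = 1.0e-12) without TFPIβ replicate 2, -0.36 (0.016) without TFPIβ replicate 3, 0.26 (0.033) without empty vector replicate 1 and 0.23 (0.0072) without empty vector replicate 3. For apoptosis genes camera gave 0.531 and 0.810.

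**Figure D2:**
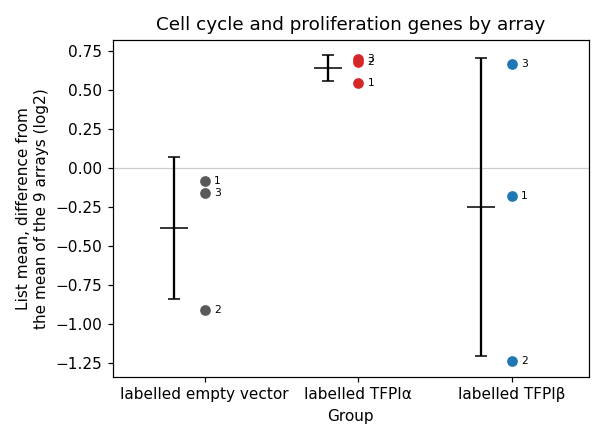
Mean over the 45 measured cell cycle and proliferation genes in each array, as a log2 difference from the mean of the 9 arrays (vertical axis), by the group of the label (horizontal axis); points are arrays numbered by replicate, and bars give the mean and SD of 3 arrays. The arrays labelled TFPIα lie between 0.54 and 0.70, and those labelled TFPIβ range from -1.24 to 0.66.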

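Genes of adhesion, migration and extracellular matrix did not shift together. Of 43 of 57 listed genes that were measured, 25 lay above 0 in the arrays labelled TFPIα and 14 in those labelled TFPIβ. FN1, the matrix protein fibronectin, had a log2 fold change of 1.63 (standard error 0.87, adjusted p = 0.403) in the arrays labelled TFPIα, and PLAU, the urokinase activator, had 0.34. ITGB8, an integrin subunit, had -0.27 and -0.38 in the arrays labelled TFPIα and TFPIβ, and CDH1, the adhesion protein E-cadherin, -0.29 and 0.68 (standard error 0.45). VCL and TIMP2 had 0.26 and -0.15 in the arrays labelled TFPIα, and MMP1, MMP9 and ITGB6 stayed under the signal filter.
The medians were 0.13 and -0.07 (camera, adjusted p = 0.842 and 0.0995). No member was called by limma, over all genes or adjusted over the list alone; 4 and 5 had an unadjusted p under 0.05.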

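In the arrays labelled TFPIβ, 46 of 56 measured interferon-stimulated genes had a log2 fold change below 0, with a median of -0.13, and 24 of 26 genes of the NF-κB pathway did, with a median of -0.29. ICAM1, an adhesion receptor for leukocytes, had a log2 fold change of -0.69 (standard error 0.24, adjusted p = 1.00), and CCL20, a chemokine, had -1.20 (standard error 0.80). Class I antigen presentation lay lower in both comparisons, with 10 of 14 and 10 of 14 genes below 0 and medians of -0.20 and -0.12, and TAP1, a peptide transporter, at -0.35 and -0.32. Of the JAK/STAT and interferon regulatory factors, 14 of 17 lay below 0 in the arrays labelled TFPIβ, with a median of -0.19 and IRF9 at -0.35. Interferon genes and receptors had medians of -0.20 and -0.18 over 7 measured genes.
By camera these lists fell in the arrays labelled TFPIβ, with adjusted p = 1.33e-06 for interferon-stimulated genes, 5.46e-06 for NF-κB and 0.00138 for JAK/STAT, and adjusted p = 0.382, 0.365 and 0.365 with an estimated correlation. For class I presentation camera gave adjusted p = 0.0416 and 0.0203 (adjusted p = 0.654 and 0.626 with an estimated correlation), and for interferon genes and receptors 0.0349 and 0.0416 (adjusted p = 0.519 and 0.365 with an estimated correlation; 0.0509 with the replicate number as a block in the arrays labelled TFPIβ). No member was called by limma over all genes, 1 (IL1A) was lower in the arrays labelled TFPIβ when adjusted over the list alone, and 11, 6, 3, 1 and 0 members of the 5 lists had an unadjusted p under 0.05 there. Single arrays decided several calls: JAK/STAT in TFPIβ was lost without TFPIβ replicate 3 (adjusted p = 0.244, median -0.12) and empty vector replicate 2 (0.084), class I in TFPIα without TFPIα replicate 2 (0.15), TFPIβ replicate 2 (0.052), empty vector replicate 1 (0.191) and empty vector replicate 2 (0.070), class I in TFPIβ without TFPIβ replicate 3 (0.376), empty vector replicate 1 (0.16) and empty vector replicate 2 (0.18), interferon genes and receptors in TFPIα without TFPIα replicate 1 (0.130) and empty vector replicate 2 (0.099), and in TFPIβ without TFPIβ replicate 1 (0.083), TFPIβ replicate 3 (0.381, median -0.03) and empty vector replicate 2 (0.34, median -0.09). The NF-κB median in TFPIβ was -0.16 without empty vector replicate 2, that of interferon-stimulated genes was -0.22 without TFPIβ replicate 1 and -0.20 without empty vector replicate 3, and that of class I ranged from -0.32 to -0.10 in TFPIα and from -0.22 to -0.04 in TFPIβ. From its functional and network analyses of the differentially expressed genes, the paper concludes that many of them take part in the immune response as well as in cancer development.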

An association between cancer progression and the immune system is recognized [21] and chronic inflammation increases the risk of cancer development. Inflammatory molecules such as chemokines have been shown to regulate tumor development [22], and death receptor signaling may activate inflammation in addition to apoptosis [23]. Moreover, Van Den Boogaard and colleagues have previously linked coagulation and inflammation as they reported of an anti-inflammatory effect of recombinant (r) TFPIα in mice [24], supporting our findings.

Overexpression of either isoform of TFPI resulted in expression profiles that associated significantly with tumor grade and ER status in a breast cancer patient material. This indicates a possibly therapeutic potential of TFPI that could affect tumor grade and perhaps patient outcome. However, TFPIα and TFPIβ expression in the patient material was not associated with tumor grade or ER status illustrating TFPI as a poor predictive marker for these variables. The association between TFPI and ER status is also intriguing as anti-estrogen therapy is important in breast cancer treatment [25]. Overexpression of TFPIα or TFPIβ resulted in FC values of −1.6 and −4.5, respectively, for the ER gene. 

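ESR1, the gene of estrogen receptor α, lies on chromosome 6 of GRCh38 from 151656672 to 152129619 and was measured by probe set 8122843. Its log2 signal was 3.56 ± 0.08 in the arrays labelled TFPIα, 3.68 ± 0.12 in those labelled TFPIβ and 3.66 ± 0.06 in those labelled empty vector (SD, n = 3 each), under the signal filter in every array. PGR, the progesterone receptor and a target of estrogen signaling, was at 2.39 ± 0.08, 2.36 ± 0.10 and 2.37 ± 0.01 (SD, n = 3 each). Without the filter, ESR1 had log2 fold changes of -0.10 and 0.02 (standard error 0.09 for each).
Of 40 genes of ER-positive luminal breast cells, 22 were measured, with medians of -0.08 and -0.10 (camera, adjusted p = 0.0868 and 0.127). None was called by limma, over all genes or adjusted over the list alone; 7 and 2 had an unadjusted p under 0.05. A signal this near the floor of the arrays limits any fold change of ESR1.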

Preliminary results from our laboratory indicate that estrogen decreases TFPI expression in ER positive breast cancer cells, which could contribute to the estrogen-driven growth of such tumors. It is clear that tumor cells differs considerably from cell lines in the environment that they are growing, and the generalizability of results obtained from cell lines should be taken under consideration. However, studies comparing breast tumors with established tumor derived breast cancer cell lines have concluded that the cell lines mirror the primary tumors with high fidelity regarding subtype and genomic features [26], [27].

In a previous study, 16 genes were reported to be differentially expressed in HUVECs after treatment with rTFPIα [28]. None of these were among the 242 genes differentially expressed in cells overexpressing TFPIα. The reason for this discrepancy could be differences in the signal transduction mechanisms mediated by rTFPIα compared to endogenously expressed TFPI or differences between the cell types. The authors suggested that binding of rTFPIα to the very low density lipoprotein receptor (VLDLR) resulted in the downstream gene regulation. In contrast, our results indicated a possible involvement of the EGFR signal transduction pathway. This signaling pathway is initiated by growth factors such as EGF and TGFα and activates signal transduction through small GTPases, MAP kinase cascades (MAPKs), such as ERK, p38, and JNK, and the NF-κB, PI3K/Akt, and JAK/STAT pathways among others. Although EGFR signaling is usually associated with increased cell survival and growth [29], reports have shown that EGFR stimulation can have the opposite effect [30]–[35], particularly when at high concentrations [36]–[38]. The SK-BR-3 cells used in this study have a high endogenous expression of the EGFR. In addition to increased EGFR expression, we observed an increase in NF-κB [18] and Elk-1 transcription factor activity, but not AP1 activity, in cells overexpressing TFPIα or TFPIβ. Elk-1 and AP1 are downstream transcription factors activated by the MAPK signaling cascade. They are mainly regulated by the MAPKs ERK and JNK, respectively, thus indicating involvement of the MAPK ERK but not JNK. Moreover, increased levels of phosphorylated Akt were observed in cells overexpressing TFPI. These findings further indicate involvement of the EGFR pathway. rTFPIα has previously been shown to affect MAPK/ERK signaling, although this was in HUVECs and a decrease in signaling was seen [39].

miRNAs play an important role in cancer development as they can alter the expression of many tumor suppressor- and oncogenes [5]. Overexpression of either isoform of TFPI resulted in altered expression of several miRNAs, and the integrated miRNA-mRNA analysis showed that up to 32% of the differentially expressed mRNAs may have been regulated by miRNAs. Of the 26 miRNAs that had predicted target genes oppositely regulated when either isoform was overexpressed, 21 (miR-15a, miR-21, miR-23b, miR-29c, miR-30c, miR-93, miR-98, miR-101, miR-135a, miR-135b, miR-148b, miR-193b, miR-200a, miR-200b, miR-203, miR-205, miR-218, miR-339, miR-365, miR-429, and miR-454) have previously been linked to breast cancer [40]–[49]. Among the predicted target genes identified as differentially expressed in cells overexpressing TFPIα or TFPIβ were several of the key genes, which were involved in apoptosis (*ACSL1*, *STAT3*, *SWAP70*, *TPD52*, and *WNT5A*), proliferation (*ACSL1*, *STAT3*, *PDGFD*, *TPD52*, and *WNT5A*), cell movement (*ACSL1*, *FERMT2*, *NAV1*, *NT5E*, *PDGFD*, *STAT3*, *SWAP70*, and *WNT5A*), cancer (*ACSL1*, *FERMT2*, *NT5E*, *NTN4*, *PDGFD*, *TPD52*, *STAT3*, and *WNT5A*) and inflammation (*ACSL1*, *KIAA1217*, *PDGFD*, *TPD52*, *STAT3*, *SWAP70*, and *WNT5A*).

Interestingly, only a portion of the differentially expressed mRNAs and miRNAs were identical after overexpression of TFPIα or TFPIβ. It therefore seems likely that these genes were responsible for the effects observed in both cell lines related to cancer cell growth. However, additional mechanisms and processes were also affected, which were unique for each of the isoforms of TFPI. 

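Of the genes of amino acid and one-carbon metabolism, 22 of 25 measured lay below 0 in the arrays labelled TFPIβ, with a median of -0.32, and 18 of 25 in those labelled TFPIα. By camera the list gave adjusted p = 6.74e-05 and 0.0129, lost with an estimated correlation (adjusted p = 0.365 and 0.608 with an estimated correlation), and its mean in empty vector replicate 2, -0.24 as a log2 difference from the mean of the 9 arrays, was as low as in the arrays labelled TFPIβ (0.03, -0.25 and -0.13). ASNS, asparagine synthetase, had a log2 signal of 6.99 ± 0.79 in the arrays labelled TFPIβ and 8.17 ± 1.68 in those labelled empty vector (SD, n = 3 each), a log2 fold change of -1.18 (standard error 0.75, adjusted p = 1.00), and PHGDH and PSAT1, enzymes of serine synthesis, had -0.64 (standard error 0.67) and -0.36 (0.43). Carbohydrate metabolism genes, among them the lactate dehydrogenase subunit LDHB, had medians of 0.13 and -0.00284 in the arrays labelled TFPIα and TFPIβ, and lipid metabolism genes had 0.03 and 0.05, with SQLE, an enzyme of cholesterol synthesis, at 0.50 and 0.31. Free radical scavenging genes had medians of -0.00712 and 0.08, with SOD2 at -0.56 in the arrays labelled TFPIβ; the mean of that list in TFPIβ was -0.00238.
The call of amino acid metabolism in the arrays labelled TFPIα was also lost without empty vector replicate 1 (0.176) and empty vector replicate 3 (0.063, median -0.15), and in those labelled TFPIβ the median was -0.19 without empty vector replicate 1. For carbohydrate, lipid and free radical genes camera gave adjusted p = 0.171, 0.534 and 0.763 in TFPIα and 0.745, 0.437 and 0.915 in TFPIβ. Between the isoforms, camera gave adjusted p = 0.993 for amino acid, 0.0683 for carbohydrate (0.0277 with the replicate number as a block, 0.765 as adjusted p with an estimated correlation), 0.993 for lipid and 0.660 for free radical genes. No member of the 4 lists was called by limma in any comparison, over all genes or adjusted over the list alone; 3 amino acid, 1 carbohydrate, 3 lipid and 3 free radical genes had an unadjusted p under 0.05 in TFPIβ, and 6, 6, 6 and 9 in TFPIα.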

Compared to cells overexpressing TFPIα, more genes were differentially expressed in cells overexpressing TFPIβ, and processes such as Carbohydrate metabolism, Free Radical Scavenging, Lipid Metabolism, Cellular Response to Therapeutics, Drug Metabolism, Vitamin and Mineral Metabolism, and Amino Acid Metabolism were significantly affected (Table S3). This may indicate a specific effect of TFPIβ on the general metabolism of the cells. Furthermore, the association between the TFPIβ expression profile and relapse-free survival could indicate additional therapeutic potential of this isoform.

In summary, we here report the mRNA and miRNA expression profiles of SK-BR-3 breast cancer cells overexpressing TFPIα or TFPIβ. The differentially expressed genes provide a genetic insight into the pro-apoptotic and anti-proliferative effects previously observed in these cells [18]. In addition, our findings show that increased expression of either isoform of TFPI affected the expression of genes involved in the immune response and development of cancer, linking these processes. Moreover, the mRNA expression signatures correlated significantly with tumor grade and ER status, showing clinical relevance of the TFPI induced gene expression. The molecular mechanisms mediating the effects of TFPI are presently unknown, but functional analysis and Western blot analysis indicated that the EGFR signaling pathway could be involved.

## Supporting Information

Figure S1 **Network analysis of differentially expressed genes in cells overexpressing TFPIα compared to empty vector control cells.** The most significant network (z score  = 38, Fisher's exact test) which integrated both molecular function and disease is shown. Upregulated genes are red, downregulated genes are green. Genes with no color are not differentially expressed with the criteria set (FDR 5%, *p*-value <0.05 and fold change |2|). Gray lines show biological interaction between genes as identified by the software (whole lines  =  direct interaction, dotted lines  =  indirect interaction, arrows  =  act on). Blue lines show genes involved in inflammatory response, pink lines show genes involved in cell death.
(TIF) Click here for additional data file.

Figure S2 **Network analysis of differentially expressed genes in cells overexpressing TFPIβ compared to empty vector control cells.** The most significant network (z score  = 37, Fisher's exact test) which integrated both molecular function and disease is shown. Upregulated genes are red, downregulated genes are green. Genes with no color are not differentially expressed with the criteria set (FDR 5%, *p*-value <0.05 and fold change |2|). Gray lines show biological interaction between genes as identified by the software (whole lines  =  direct interaction, dotted lines  =  indirect interaction, arrows  =  act on). Blue lines show genes involved in inflammatory disease, pink lines show genes involved in cellular growth and proliferation.
(TIF) Click here for additional data file.

Table S1 Differentially expressed mRNAs following increased expression of TFPIα in SK-BR-3 cells.
(XLS) Click here for additional data file.

Table S2 Differentially expressed mRNAs following increased expression of TFPIβ in SK-BR-3 cells.
(XLS) Click here for additional data file.

Table S3 Functional annotation of differentially expressed mRNAs following overexpression of TFPIα or TFPIβ. All the significant categories involved in molecular and cellular function and diseases and disorders as annotated by the Ingenuity Pathway Analysis software are listed.
(XLS) Click here for additional data file.

Table S4 Network analysis of genes differentially expressed in SK-BR-3 cells overexpressing TFPIα or TFPIβ compared to empty vector control cells (pTOPO). Genes in bold are members of the network which are differentially expressed.
(XLS) Click here for additional data file.

Table S5 Differentially expressed miRNAs following overexpression of TFPIα or TFPIβ in SK-BR-3 cells.
(XLS) Click here for additional data file.

Table S6 Functional annotation of differentially expressed miRNAs following overexpression of TFPIα or TFPIβ. The ten most the significant categories involved in molecular and cellular function and diseases and disorders as annotated by the Ingenuity Pathway Analysis software are listed.
(XLS) Click here for additional data file.

Table S7 Differentially expressed miRNAs with predicted gene targets oppositely expressed at the mRNA level in SK-BR-3 cells overexpressing TFPIα. Predicted mRNA targets in bold were also identified as possible targets in cells overexpressing TFPIβ.
(XLS) Click here for additional data file.

Table S8 Differentially expressed miRNAs with predicted gene targets oppositely expressed at the mRNA level in SK-BR-3 cells overexpressing TFPIβ. Predicted mRNA targets in bold were also identified as possible targets in cells overexpressing TFPIα.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

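Total RNA labelled as that of SK-BR-3 cells with stable TFPIα or TFPIβ overexpression, or with the empty vector pTOPO, was measured on Affymetrix Human Gene 1.0 ST arrays, with 3 arrays per group by their labels. The authors processed the scanned arrays with RMA in the Partek Genomics Suite (versions not stated), and the deposited values are log2 signals, 1 per transcript-level probe set, with no filter on dim probe sets. The log base is not stated and was read from the range of the values. The miRNA arrays, the qRT-PCR, the reporter assays and the western blots of the paper have no values among those analysed, so they were left out.

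Probe sets whose highest log2 signal over the 9 arrays was under 5 were removed, which left 17482 of 33297. The 4494 of these without a gene symbol were kept, so counts of transcripts are counts of probe sets. All 3 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes at their default settings), and TFPIα and TFPIβ were each compared with empty vector and with each other. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the fold change being 2 to the power of the difference of mean log2 signals. The results text of the paper gives a threshold of 0.05 and its methods a false discovery rate of 10%, which was run as an alternative. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. With 3 arrays per group an exact permutation test cannot go below p = 0.1, so single genes were tested with limma and, as an alternative, the one-way model, and not by permutation. On data simulated on these arrays, with 200 probe sets changed, limma recovered 35.8%, 97.0% and 98.5% of those changed by 2-, 4- and 8-fold between TFPIα and empty vector, with 2 false calls among 17482 in each comparison.

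The named genes were fixed by a rule before the data were examined: every gene that the sentence beside a result names or that belongs to a list taken from the paper, in each comparison with empty vector the 10 called genes with the highest and the 10 with the lowest log2 fold change, up to 4 called members of each gene list, and TFPI, ESR1, ERBB2 and ERBB3. Tables S1 and S2 had been read when the rule and the lists were written. Since 1 transcript was called, other genes are given as examples of their lists, and these were chosen after their values were seen. Gene symbols came from the annotation of the arrays; genes with several probe sets were represented by the one with the highest mean signal. For STAT2, NRAS and NCOA3, whose probe sets have no symbol there, the pairing of probe set and symbol in Tables S1 and S2 was used. RET and GBP1 are on probe sets with several symbols, and HLA-B and AREG have none, so they have no values. Some of the named genes are not reported here.

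In all, 36 gene lists were fixed before the data were examined and tested against the other genes with camera from limma at its preset correlation of 0.01, with an estimated correlation beside it and with fry, adjusted over the lists within each comparison. With camera 10, 9 and 4 lists passed in TFPIα against empty vector, TFPIβ against empty vector and TFPIβ against TFPIα. With an estimated correlation 0 passed in each, with a lowest adjusted p = 0.519, 0.365 and 0.765, and with fry 0 passed in each direction, while 3, 1 and 0 passed its test for changes in either direction. Neighbouring genes along the chromosomes of GRCh38 were compared by the Spearman correlation of their log2 fold changes over 10000 shuffles of the gene order. The chance overlap of the comparisons with empty vector was taken from 100 simulations of unchanged groups with common controls, in which transcripts vary independently.

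The labels number the arrays of each group from 1 to 3. Over the 9 pairs of arrays with the same number in different groups, the deviations from the group means had correlations of 0.137 to 0.594, against -0.512 to 0.266 over the other 18 pairs, and 8 of 9 arrays were closest to one with their own number. The numbers therefore pair the arrays. The counts of called transcripts and of lists were repeated with the replicate number as a block. This gave 0, 0 and 1 called transcripts in the 3 comparisons and 11, 8 and 5 lists. Within groups, arrays had Pearson correlations of 0.953 to 0.990 across probe sets, and between groups 0.944 to 0.987. The first principal component held 45.5% of the variance and the second 18.5%.

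The other alternatives were an adjusted p under 0.10, a one-way model without variance moderation, only the compared groups in the fit, no filter, a filter at a log2 signal of 6, arrays centred on their medians, a trended and robust variance prior, only probe sets with 1 gene symbol, a fold change from arithmetic means, and each array left out in turn. The block, the omission of single arrays and the centring were added for the gene lists after the data had been seen.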

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

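The tests of other splits of the arrays were set before the results were seen. Each list below passed camera in the arrays labelled TFPIβ and holds genes most of which the paper does not name, and none passed with an estimated correlation.

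Unfolded protein response genes had a median of -0.25 in the arrays labelled TFPIβ, with 22 of 23 below 0 (adjusted p = 3.47e-05, and 0.453 with an estimated correlation), and -0.14 without empty vector replicate 1. Genes of the 8q24 region had a median of 0.38 in the arrays labelled TFPIβ, with 22 of 25 above 0 (adjusted p = 4.03e-09, and 0.365 with an estimated correlation), and 0.24 without TFPIβ replicate 3. Table S2, read before the lists were written, gives 9 of the 33 listed 8q24 genes as higher and 0 as lower. The 8q24 list is therefore not taken as independent evidence. Coagulation genes had a median of -0.25 in the arrays labelled TFPIβ (adjusted p = 0.0416, and 0.365 with an estimated correlation), and the call was lost without TFPIβ replicate 2 (0.23), TFPIβ replicate 3 (0.13), empty vector replicate 2 (0.084) or empty vector replicate 3 (0.13).

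Each pair of groups can be divided into 10 splits of 3 and 3 arrays, too few for a share under 0.05. For called transcripts, the real split of TFPIα and empty vector gave 1 and the highest other 0 (1 of 10 splits as large), that of TFPIβ and empty vector 0 and 0 (10 of 10), and that of TFPIβ and TFPIα 0 and 216 (10 of 10). The split with 216 calls set TFPIα replicate 1, TFPIβ replicate 1 and TFPIβ replicate 2 against the other 3 arrays, which points to a structure of the samples apart from their groups. For gene lists, the real splits gave 10, 9 and 4 and the highest others 10, 5 and 6 (2, 1 and 6 of 10 splits as large). Among the other splits that part all 3 pairs of replicate numbers as the real one does, the highest were 0, 0 and 0 called transcripts and 5, 3 and 6 lists.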

How the results depend on the processing

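The block, single-array and centring settings for gene lists, and every setting of the comparison with Table S1, were added after the data had been seen. The number of transcripts higher in TFPIα against empty vector, 1, and the number of Table S1 called the same way, 1, were each 0 in the one-way model without variance moderation, 0 with only the groups compared in the fit, 0 with no filter on low values, 0 with arrays centred on their medians, and 0 with the replicate block; without single arrays each lay between 0 and 1. The number lower in TFPIα lay between 0 and 4 without single arrays (4 without TFPIα replicate 3, 0 otherwise). With the replicate block, 1 probe set without a gene symbol was higher in TFPIβ against TFPIα. Shifted gene lists numbered 0 with an estimated correlation and 0 with fry in each of the 3 comparisons, against 10, 9 and 4; without single arrays they numbered 6 (without empty vector replicate 1) to 11 in TFPIα, 5 (without empty vector replicate 2) to 11 in TFPIβ, and 2 (without TFPIβ replicate 2) to 6 between the isoforms. The cause was not tested. The counts of TFPIβ against empty vector, of transcripts called in both comparisons and of list members called were 0 in every setting run. The correlations of neighbouring genes kept their sign and their side of the threshold without neighbours that share their first 3 letters and without the interferon and class I lists. Of the other settings of 260 values of 130 named genes, 4736 were the same, 145 moved, 13 no longer passed the test and 2 newly passed it. ATP1B1 accounts for the 13, and its adjusted p ranged from 0.00373 to 0.330. Of the 242 transcripts of Table S1, 187 reach a log2 signal of 5 in some array, and background limits the others.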

Differences from the paper's values

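The comparison with unadjusted p values was chosen after the values were seen; the alternatives counted below were set before the data were examined. At a false discovery rate of 5% and a fold change of at least 2, the paper's counts in TFPIα are 242 transcripts, 223 higher and 19 lower, and those found were 1, 1 and 0. In TFPIβ the paper's counts are 801 transcripts, 546 higher and 175 lower, and those found were 0, 0 and 0. The paper's number in both comparisons is 106, and that found was 0. None of the 19 alternatives, among them the 10% rate of the methods, brought any of these counts within 1.5 times the paper's; over them, the TFPIα counts lay between 0 and 4 and the TFPIβ counts were 0. At an unadjusted p under 0.05 and a fold change of at least 2, chosen after seeing the values, 215 transcripts were reached in TFPIα, within 1.5 times the paper's 242, but 151 were higher and 64 lower, and 241 of the 242 transcripts of Table S1 were dropped or went the other way; in TFPIβ, 49 were reached and 798 of 801 dropped. The copy of Table S2 used lists 610 transcripts as higher and 191 as lower, and 107 transcripts stand in both tables, which differs from the counts in the paper's text.

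Signed fold changes follow, the paper's value before the one found. In TFPIα against empty vector, the paper's values from Table S1 were DOCK11 2.9 against 1.54, EGFR 2.5 against -1.27, GPNMB 4.9 against 1.14, IFI27 10.7 against -1.40, IFI44 64 against -1.03, IFIT1 36.6 against 1.13, IFIT2 17.5 against -1.39, IFITM1 13.8 against -2.74, IGF1R -2.6 against -1.58, MX1 30.1 against -1.37, NFKBIA 2.6 against -1.23, STAT3 2.1 against -1.30, TNFSF10 7.3 against -1.57 and WNT5A 3.2 against 1.26. In TFPIβ against empty vector, the paper's values from Table S2 were BCL2 -2.1 against -1.06, DOCK11 6.9 against 1.78, EGFR 3.7 against -1.10, ERBB2 2.9 against -1.02, GPNMB 7.8 against 2.36, IGF1R -4.1 against -1.33, PGR -6.6 against -1.01, STAT3 2.6 against -1.32 and WNT5A 7.7 against 1.24. The paper's fold changes of ESR1 were -1.6 in TFPIα and -4.5 in TFPIβ, and those found without the filter, which ESR1 did not pass, were -1.075 and 1.01. The paper's fold changes of TFPI with the PLIER algorithm were 8.9 and 11.9, and those found from the RMA signals were -1.50 and -1.45. The paper's fold change of ATP1B1 in TFPIα was 2.4 and that found 3.88, in the same direction. A fold change counts as within the paper's if it has the same direction and lies, on the log2 scale, within the pooled SD of the gene's signal between replicate arrays. By this measure no alternative set before the data were examined brought any of these values within the paper's; ATP1B1 in TFPIα came closest to 2.4 without empty vector replicate 3, at 3.32. Without single arrays the direction turned for IFI44 (without TFPIα replicate 2 or empty vector replicate 1), IFIT1 (without empty vector replicate 2) and GPNMB (without TFPIα replicate 2) in TFPIα, and for EGFR (without TFPIβ replicate 3) and ERBB2 (without TFPIβ replicate 3 or empty vector replicate 2) in TFPIβ. The mean signals of DOCK11 in each group, and of GPNMB in TFPIα and empty vector, lie under the filter's 5, so that background limits these folds. For ESR1, BCL2 and PGR, which stay under the filter, the 1 alternative that gives a value is the one without a filter; for the others 18 or 19 were run.

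Over whole tables, 95 of the 242 transcripts of Table S1 (39.3%) and 383 of the 801 of Table S2 (47.8%) had the paper's direction. At an unadjusted p under 0.05, 8 of Table S1 had the paper's direction and 31 the opposite one, and 36 and 27 of Table S2. The paper reports IFI44 and other interferon-induced genes as the most upregulated in TFPIα, while their list had a median log2 fold change of -0.18. The paper reports EGFR as increased by both isoforms, while its log2 fold changes were -0.34 and -0.14; that in TFPIβ turned, to 0.10, without TFPIβ replicate 3. Its direction between the isoforms, higher in TFPIβ, was as in the paper (0.20), but the difference did not pass limma (standard error 0.21, adjusted p = 0.690). Single arrays weigh on it: the log2 signals in TFPIβ replicates 1, 2 and 3 were 7.39, 7.63 and 6.79. The last lay below every array labelled TFPIα (6.95 to 7.30). Of the gene fold changes compared here, only that of ATP1B1 in TFPIβ matched (the paper's 2.5 and 2.52 found). The filter of the methods left 17482 transcripts where the paper's number is 25492; this lies within 1.5 times, but so does the number without any filter, so the count does not show that the values are those of the paper.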

Other observations

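The tests of the tables against the arrays, of neighbours in Table S2 and of growth state were chosen after the results were seen; the correlations of neighbouring genes, the gene lists and the test of array scaling were planned. The 6 genes named first were chosen after their values were seen, and none passed the test. In the arrays labelled TFPIα CFB, complement factor B, had a log2 fold change of -2.17 (standard error 0.43, adjusted p = 0.289), SERPINA3, an inhibitor of inflammatory proteases, had a log2 fold change of -2.26 (standard error 0.38, adjusted p = 0.289), and C1R and C1S, proteases of the classical complement pathway, had -1.42 and -1.38. In the arrays labelled TFPIβ the values were -1.50, -1.53, -0.37 and -0.44. FZD4, a Wnt receptor, had -1.88 and -1.04, and CLSPN, a replication checkpoint protein, had 2.49 and 0.58.

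Unfolded protein response genes had a median log2 fold change of -0.13 in the arrays labelled TFPIα (adjusted p = 0.0298, and 0.654 with an estimated correlation), with DDIT3, a stress transcription factor, at -0.83 and CHAC1, which degrades glutathione, at -0.72; the call was lost without TFPIα replicate 1 (0.13, median -0.07), TFPIβ replicate 2 (0.051), empty vector replicate 1 (0.191) or empty vector replicate 3 (0.053). Genes of the 8q24 region had a median of 0.36 there (adjusted p = 0.00259, and 0.608 with an estimated correlation), lost without empty vector replicate 1 (0.0533), with DSCC1 and ATAD2, which act in DNA replication and chromatin, at 1.78 and 1.56 and MYC at 0.01. Immediate early and MAPK feedback genes had medians of 0.28 and -0.10 in the arrays labelled TFPIα and TFPIβ (camera, adjusted p = 0.0666 and 0.131, and 0.730 and 0.905 with an estimated correlation). In TFPIα the adjusted p was 0.037 with the replicate number as a block, and 0.632 with an estimated correlation beside the block. It was 2.1e-06 without TFPIα replicate 1 and 0.015 without empty vector replicate 3. In TFPIβ the adjusted p was 0.045 without TFPIα replicate 1. Between the isoforms, these genes had a median of -0.47 (adjusted p = 0.00100, 0.765 with an estimated correlation, and 0.106 without TFPIα replicate 2). Their median was -0.75 without TFPIα replicate 1. Cell cycle genes had a median of -0.92 between the isoforms (adjusted p = 2.34e-09, and 0.765 with an estimated correlation). Their median was -0.40 without TFPIβ replicate 2 and -1.41 without TFPIβ replicate 3. Keratins had a median of 0.15 between the isoforms (adjusted p = 0.0366, and 0.765 with an estimated correlation). Their adjusted p was 0.12 without TFPIα replicate 2, 0.211 without TFPIβ replicate 1 and 0.11 without TFPIβ replicate 2. Their median was 0.08 without TFPIβ replicate 1 and 0.29 without TFPIβ replicate 3. The genes of the paper's qRT-PCR had a median of 0.21 between the isoforms (adjusted p = 0.0179, and 0.765 with an estimated correlation). Their adjusted p was 0.059 without TFPIα replicate 1 (median 0.13) and 0.062 without TFPIβ replicate 2 (median 0.09). The study chose these genes on samples with these labels. Coagulation genes in TFPIα had a median of -0.21 (adjusted p = 0.412), with TFPI2, a related inhibitor, at 1.52 and F3, the tissue factor that TFPI inhibits, at 1.08.

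Markers of other cell types did not pass camera in either comparison with empty vector, where medians in TFPIα and TFPIβ were -0.14 and -0.01 (adjusted p = 0.0868 and 0.745) for keratins, 0.40 and -0.02 (adjusted p = 0.506 and 0.894) for neuroendocrine genes, -0.19 and -0.15 (adjusted p = 0.427 and 0.437) for the 3 measured leukocyte markers, -0.02 and 0.23 (adjusted p = 0.439 and 0.803) for fibroblast markers and 0.11 and -0.02 (adjusted p = 0.673 and 0.921) for the 3 measured endothelial markers. Keratins in TFPIβ had an adjusted p of 0.033 by camera without TFPIβ replicate 3. As a log2 difference from the mean of the 9 arrays, the list mean was -0.45 in that array. In TFPIβ replicates 1 and 2 it was 0.38 and 0.48, above the 0.11, 0.30 and -0.24 of the arrays labelled empty vector. In the fit of all arrays, KRT15 had log2 fold changes of -1.83 in TFPIα and -0.41 in TFPIβ (standard error 1.35 for each). DCN, a fibroblast proteoglycan, was lower in TFPIβ when adjusted over its list alone. For regions that Table S2 made of interest, medians were -0.01 and -0.08 (adjusted p = 0.526 and 0.0779) for 17q12, 0.01 and -0.06 (adjusted p = 0.842 and 0.258) for 17q22-q24, 0.13 and -0.04 (adjusted p = 0.271 and 0.810) for 1p13 and 0.12 and 0.05 (adjusted p = 0.842 and 0.745) for 3p14, and adjusted p was 0.688 and 0.506 for 20q13.

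Cell cycle and proliferation genes had a median log2 fold change of 1.06 in the arrays labelled TFPIα, with 44 of 45 genes above 0 (adjusted p = 4.93e-10, and adjusted p = 0.608 with an estimated correlation). Centring each array on its median decides nothing about a scaling of the arrays, since their medians differed by at most 0.094 before it; the median of the list was 1.08 after it. The growth state of single cultures stays open: the list mean ranged over 0.16 on the log2 scale between the replicate arrays labelled TFPIα and over 0.83 between those labelled empty vector, below the difference of 1.02 between these groups, but the latter range is too close to it to set growth state aside. Between the arrays labelled TFPIβ it ranged over 1.91. Between arrays with the same replicate number, TFPIα minus empty vector gave 0.63, 1.59 and 0.86. An effect of the TFPIα vector also stays open, and with 3 arrays per group it cannot be told apart from a difference in growth state between the cultures. Without single arrays the median lay between 0.71 and 1.24.

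The log2 fold changes of these arrays had a Pearson r of -0.0844 and 0.0465 with those of Tables S1 and S2, and 5 explanations were tested. Identifiers out of step with the values are argued against, since the mean signals of 330 genes with 2 probe sets had a correlation of 0.684, above the highest of 1000 shuffled pairings, 0.197. Labels exchanged among the 9 arrays are argued against, since only 1 of the 54 transcripts of Table S1 at 5-fold or more differed by its fold between any of the arrays, and another scale or log base by the Spearman correlation of -0.0868 over Table S1. Cells other than SK-BR-3 may have been measured, since ERBB2 lay at percentile 59.0 of the genes and KRT5 and KRT14 at percentiles 99.97 and 99.95. The 5 genes of the ERBB2 amplicon, ERBB2 among them, had a median percentile of 59.0 (46.4 to 87.2). For 7 luminal epithelial genes the median percentile was 41.7 (8.4 to 98.7). The highest of these was KRT18, a luminal keratin, at percentile 98.74, and signals of different probe sets are not comparable as amounts. Whether these could be cells in which TFPI was lowered, which the paper cites for other breast cancer cell lines, stays open, since TFPI was lower in all 6 other arrays than in the empty vector array of the same number but did not pass limma with the replicate number as a block (adjusted p = 0.190 and 0.583), and 3 empty vector arrays serve both comparisons.

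Genes of Table S2 lie next to each other more often than random genes: 149 pairs were at most 3 measured genes apart, against 68.2 on average and 100 at the highest of 10000 random draws. Without neighbours that share the first 3 letters of their symbols, 142 pairs remained, against 62.8 on average and 91 at the highest. Counted anew among only the 11224 genes that pass the signal filter of these arrays, such pairs numbered 138, against 88 at the highest. The distance between genes is then counted over fewer genes, so these pairs need not be among the 142. Of the 142, 121 pairs had the same direction in the table, against 89.3 on average and 110 at the highest when directions were shuffled (permutation test, p = 0.0001, the smallest they can give). Table S1 had 27 close pairs, against 4.53 on average and 13 at the highest of the random draws (permutation test, p = 0.0001). Without neighbours that share their first 3 letters, 12 remained, against 4.17 on average (permutation test, p = 0.0007). Counted anew without such neighbours among only the genes that pass the signal filter, there were 10, against 4.67 on average (permutation test, p = 0.018). These need not be among the 12. Without such neighbours and without the interferon and class I lists, 3 were left, against 1.56 on average and 9 at the highest (permutation test, p = 0.205). All 3 went the same way (permutation test, p = 0.600), the most they can, so direction decides nothing for Table S1 in that setting. For Table S2, a candidate explanation is a difference in DNA copy number between the selected cell pools: of 204 pairs of neighbouring groups of its genes that lie 11 to 50 measured genes apart, 150 went the same way, against 134 on average with shuffled directions (permutation test, p = 0.0035; in Table S1, 36 of 37 against 32.7, p = 0.0444). Co-regulated neighbours predict the 121 close pairs as well and stay open, since no DNA was measured. Paralogs with symbols that start alike or interferon genes lying side by side are argued against as the whole source, since 138 pairs remained without either, against 89 at the highest of the random draws; paralogs with unlike symbols were not removed.

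In the arrays themselves, the log2 fold changes of neighbouring genes had Spearman correlations of 0.0637 in TFPIα, 0.0904 in TFPIβ and 0.0419 between the isoforms (permutation test, p = 0.0001 each, the smallest they can give), and 0.0460, 0.0784 and 0.0238 (p = 0.0149 for the last) without neighbours that share their first 3 letters. The highest of the other splits of the same arrays were 0.0788, 0.101 and 0.121, with 3, 2 and 8 of 10 splits as high, and the splits are too few for a share under 0.05. Among the other splits that part the 3 pairs, the highest were 0.0587, 0.0750 and 0.0512.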
